# A versatile *in vivo* platform for reversible control of transgene expression in adult tissues

**DOI:** 10.1016/j.stemcr.2024.11.003

**Published:** 2024-12-05

**Authors:** Jumpei Taguchi, Yosuke Yamada, Sho Ohta, Fumie Nakasuka, Takuya Yamamoto, Manabu Ozawa, Yasuhiro Yamada

**Keywords:** Tet-ON system, Tet-OFF system, doxycycline, tetracycline, *In vivo* transgene expression, *In vivo* reprogramming, spacial and temporal regulation

## Abstract

Temporal control of transgenes has advanced biomedical interventions, including *in vivo* reprogramming, often utilizing the doxycycline (Dox)-mediated Tet-ON system. Here, we developed the Dox-mediated Tet-ON or complementary Tet-OFF counterpart to thoroughly investigate spatial and temporal transgene regulation in adult tissues, revealing inherent limitations and unexpected capabilities of each system. In stark contrast with the Tet-ON system, which was effective only in particular tissues and cell types, primarily epithelial cells, the Tet-OFF system proved capable of gene induction across diverse cell types. Despite the drawback of the Tet-OFF system in inducibility and tunability identified in our study, we demonstrated that use of tetracycline (Tc) effectively addresses these issues, possibly through its pharmacologic properties. Our data suggest that the Tc-mediated Tet-OFF system not only enables more versatile control of transgene expression but also offers a more biocompatible alternative for *in vivo* applications such as tissue regeneration and organismal rejuvenation.

## Highlights

• The *in vivo* Tet-ON system exhibits cell type-specific induction of transgene expression in adult mice
• The *in vivo* Tet-OFF system offers transgene induction in a wide variety of cell types in adult mice
• Tetracycline enables reversible and graded control of the transgene expression in the Tet-OFF system
• The tetracycline-mediated Tet-OFF system provides a versatile *in vivo* platform for controllable transgene expression

## Introduction

The Tet system was developed by Hermann Bujard and Manfed Gossen in 1992 based on the *Escherichia coli*-derived tetracycline (Tc) resistance operon to artificially control individual gene activities in mammalian cells (Gossen and Bujard, 1992; Wissmann et al., 1986). The genetic circuits consist of two elements: a Tc-responsive promoter (a minimal TATA-box containing a eukaryotic promoter fused with a Tet operator [tetO]) and a modified version of Tet repressor (TetR). The Tet-OFF system employs a Tc transactivator (tTA), a TetR protein fused with a VP16 transcription activation domain, whereas the Tet-ON system harnesses a reverse Tc transactivator (rtTA), which was discovered through random mutagenesis (Gossen et al., 1995). In the Tet-OFF system, tTA binds to tetO and thereby induces downstream transgene expression, while doxycycline (Dox), a Tc derivative, inhibits this binding, which halts transgene expression. By contrast, rtTA binds to tetO in the presence of Dox, leading to induction of transgene expression. Therefore, gene activity can be reversibly controlled in the Tet system by Dox exposure. Moreover, the level of transgene expression is tunable in the Tet-ON system by modulating the Dox concentration. Beyond transcriptional regulation, the Tet system enables perturbation of genome sequences, epigenetic modifications, and signal transductions when combined with CRISPR-Cas systems (Doudna and Charpentier, 2014; Jo et al., 2019), epigenetic regulators (Linhart et al., 2007), and constitutively active or dominant negative forms of signal transduction molecules, respectively.

Genetically engineered animal models have been employed to ectopically induce gene expression *in vivo* (Brinster et al., 1981; Costantini and Lacy, 1981; Gordon and Ruddle, 1981; Jaenisch and Mintz, 1974). Transgene expression can be induced in a cell type-specific manner when combined with genetic systems such as Cre/*loxP* recombination. Moreover, the timing of transgene induction is controllable with a tamoxifen-responsible recombinase (Brocard et al., 1997). However, these strategies constitutively induce transgene expression, which hampers their application to transiently perturb transcriptional regulation, as represented by the reprogramming process. Similarly, it is difficult to tune the levels of transgene expression. Although the Tet system has been widely used *in vitro*, previous studies developed *in vivo* animal models equipped with the Tet system (Beard et al., 2006; Gossen et al., 1995; Hochedlinger et al., 2005). Notably, the controllable nature of transgene expression with the Tet system has enabled the molecular basis of various physiological and pathological phenomena to be explored at the organismal level (Baron and Bujard, 2000; Berens and Hillen, 2003; Corbel and Rossi, 2002; Stieger et al., 2009). For instance, reversible expression of Yamanaka reprogramming factors in mice provided the proof of concept for an anti-aging strategy (Lu et al., 2020; Ocampo et al., 2016; Ohta and Yamada, 2023; Taguchi and Yamada, 2017) and uncovered the impact of epigenetic regulation on cancer development (Ohnishi et al., 2014; Shibata et al., 2018; Taguchi et al., 2021).

Although *in vivo* Tet systems have recently emerged as powerful tools in a range of research fields (Das et al., 2016) and an attractive modality for gene therapy (Das et al., 2016), there remain technical hurdles and unresolved issues. For instance, the Tet-ON system fails to robustly express transgenes in the adult brain (Beard et al., 2006). While the Tet-OFF system has been employed to induce expression of transgenes in the brain (Furth et al., 1994; Stieger et al., 2009), detailed information regarding expression patterns in other organs is unavailable. Moreover, previous studies suggested that the *in vivo* Tet-OFF system requires a substantial period for transgene reactivation after withdrawal of Dox (Kassai et al., 2014). Therefore, the dynamics of transgene expression in the *in vivo* Tet systems have not been fully elucidated (Fedorov et al., 2001; Furth et al., 1994; Kistner et al., 1996). In this study, we comprehensively analyzed transgene expression in the Tet-ON and Tet-OFF systems in adult mice under the same experimental settings. We propose a versatile platform and protocol to induce expression of transgenes in adult somatic tissues.

## Results

### Organ-specific transgene expression in adult Tet-ON mice

To investigate transgene expression in an *in vivo* Tet-ON system, we generated a mouse model harboring a *piggyBac* (PB) *CAG*-*CreERT2* allele together with a *loxP-stop-loxP* (LSL)-*rtTA3* allele and a *tetO*-*Venus*-*ires*-*mCherry* allele at the *Rosa26* locus, a safe harbor locus that is permissive for transgene expression in all cell types (Figure 1A) (Soriano, 1999). In this model, tamoxifen treatment excises a stop cassette upstream of *rtTA3* (Das et al., 2004) through Cre/*loxP* recombination, which results in *rtTA3* expression, enabling the control of *Venus* expression with Dox (Figures 1A and 1B). We first obtained PB *CAG*-*CreERT2* mice with a *Rosa26*-*mTmG* reporter allele (Muzumdar et al., 2007) to assess the efficiency of Cre/*loxP* recombination after tamoxifen treatment (Figure S1A). EGFP signals were detected in all organs examined after tamoxifen administration (Figures S1B and S1C), indicating systemic recombination of *loxP* in adult PB *CAG*-*CreERT2* mice. Furthermore, tamoxifen administration induced *loxP* recombination and resultant *rtTA3* expression in a range of organs, including the brain, of Tet-ON mice (Figures S1D and S1E). When both tamoxifen and Dox (2 mg/mL in drinking water) were administered to Tet-ON mice at 4 weeks of age (Figure 1B), VENUS fluorescence was observed mainly in the kidneys, liver, pancreas, skin, and gastrointestinal tract (Figure 1C). Only autofluorescence was observed in the absence of Dox (Figure 1C). Some organs, such as the brain, heart, skeletal muscle, and lungs, did not exhibit detectable VENUS signals even in the presence of Dox (Figure 1C). Consistently, real time-qPCR revealed only modest expression of *Venus* mRNA in these organs (Figure S1F).

**Figure 1:**
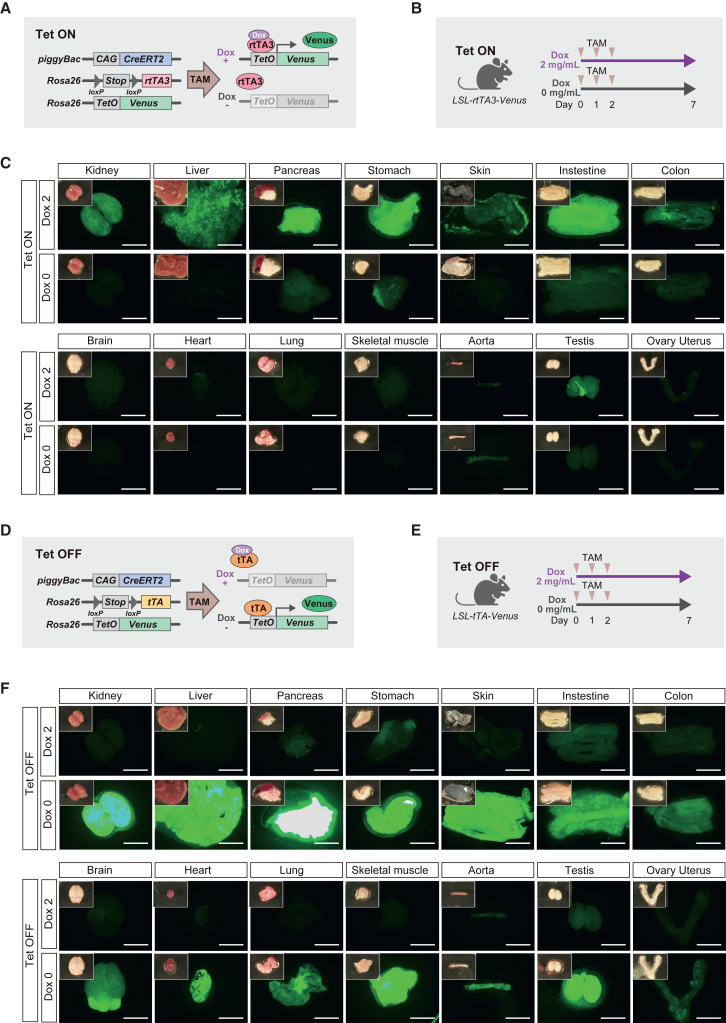
Macroscopic analysis of VENUS expression in Tet-ON/OFF mice (A) Schematic illustration of the *Venus* induction system in Tet-ON mice. (B) A protocol for *in vivo* induction of *Venus* expression in Tet-ON mice. (C) Representative macroscopic fluorescent images of organs in Tet-ON mice. Scale bars: 5 mm. (D) Schematic illustration of the *Venus* induction system in Tet-OFF mice. (E) A protocol for *in vivo* induction of *Venus* expression in Tet-OFF mice. (F) Representative macroscopic fluorescent images of organs in Tet-OFF mice. Scale bars: 5 mm.

### Systemic induction of transgene expression in adult Tet-OFF mice

We next generated the Tet-OFF mouse model in which the *rtTA3* allele in the Tet-ON mouse was replaced by the *tTA* allele (Figure 1D). We confirmed efficient and systemic recombination of *loxP* after administration of tamoxifen in Tet-OFF mice (Figure S1G). Notably, in the absence of Dox, VENUS signals were observed in all organs examined, including the brain, heart, and lungs, in which the Tet-ON system failed to induce robust expression (Figures 1E and 1F). No detectable VENUS signal was observed after Dox treatment (2 mg/mL in drinking water) (Figure 1F), indicating that Dox tightly represses *Venus* expression.

### Cell type-specific transgene expression in adult Tet-ON mice

Next, we performed immunohistological analysis to determine the cell types that express VENUS in Tet-ON mice (Figures 2, 3, S2, and S3; Table 1). An anti-GFP antibody that is also reactive with VENUS protein was utilized to detect VENUS expression (Taguchi et al., 2021). We first analyzed the organs in which macroscopic VENUS signals were detected (Figure 2A). In the kidneys of Tet-ON mice, VENUS-positive cells were mainly located in proximal tubules and glomeruli (Figures 2A and S3; Table 1). In the liver, hepatocytes and bile duct cells were positive for VENUS (Figures 2A and S3; Table 1). In the pancreas, acinar, duct, and islet cells exhibited VENUS expression (Figures 2A and S3; Table 1). In the stomach, VENUS expression was observed in the squamous epithelium in the forestomach and the glandular epithelium but was absent in the muscle layer (Figures 2A, S2A, and S3; Table 1). Similarly, in the small intestine and colon, VENUS was detected in epithelial cells in villi and crypts but was undetectable in the muscle layer (Figures 2A and S3; Table 1). In the skin, positive cells were observed in the epidermis and hair follicles (Figures S2A and S3; Table 1), but VENUS was not detected in mesenchymal cells in the dermis. In the testes, Leydig cells exhibited signals, whereas VENUS expression was not observed in mature germ cells (Figures S2B and S3; Table 1). Consistent with the lack of macroscopic signals, VENUS expression was not detected in any cell type in the brain, heart, smooth muscle, skeletal muscle, and lungs, except for the cerebral choroid plexus epithelium in the brain and a subset of bronchial epithelial cells in the lungs (Figures 2B and S3; Table 1). VENUS expression was not observed in Tet-ON mice without Dox administration (Figure S3). These results demonstrate that the Tet-ON system offers Dox-dependent transgene expression mostly in epithelial cells, but not in the majority of cell types in adult mice.

**Figure 2:**
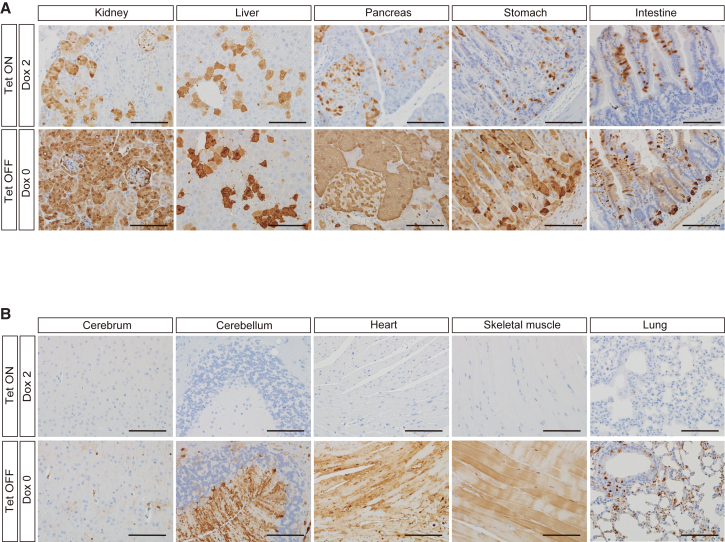
Microscopic analysis of VENUS expression in Tet-ON/OFF mice (A) Representative histological images of VENUS immunostaining. VENUS expression is observed in both Tet-ON and Tet-OFF mice. Scale bars: 100 μm. (B) Representative histological images of VENUS immunostaining. VENUS expression is detectable only in Tet-OFF mice. Scale bars: 100 μm.

**Figure 3:**
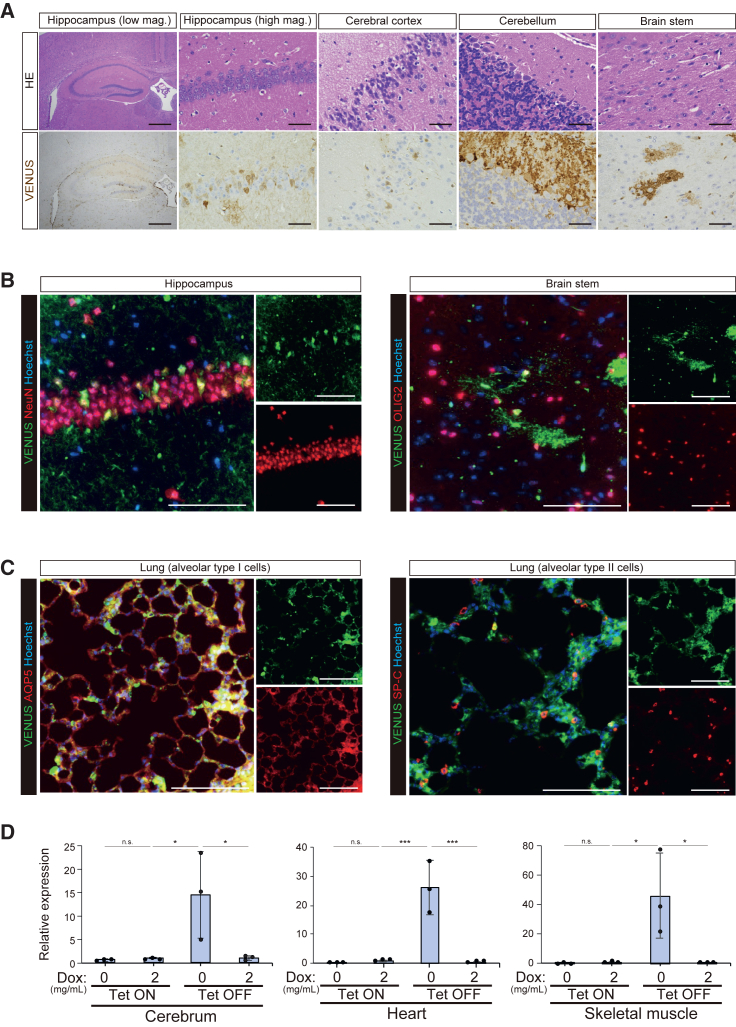
Broader expression of VENUS in Tet-OFF mice (A) Representative histological images of VENUS immunostaining in the central nervous system. Scale bars: 500 μm (hippocampus low), 50 μm (others). (B) Representative histological images of VENUS immunofluorescence staining in the hippocampus (left) and brain stem (right). NeuN-positive neuronal cells and OLIG2-positive glial cells express VENUS. Scale bars: 100 μm. (C) Representative histological images of VENUS immunofluorescence staining in the lungs. AQP5-positive alveolar type I cells and SP-C-positive alveolar type II cells express VENUS. Scale bars: 100 μm. (D) qPCR analysis of *Venus* expression in organs of Tet-ON and Tet-OFF mice. Data are presented as means ± SD of biological triplicates. Individual mice were used to perform biological triplicates. Expression levels relative to those in organs of Tet-ON mice administered tamoxifen and Dox are shown. Note that robust *Venus* expression is detected only in Tet-OFF mice. ^∗∗∗^*p* < 0.001, ^∗^*p* < 0.05; one-way ANOVA and Tukey’s multiple-comparison test.

**Table 1:** VENUS expression in organs of Tet-ON/OFF adult mice

	Organ/tissue	Cell types	Tet-ON Dox(+)			Tet-OFF Dox(−)		
			Mouse 1	Mouse 2	Mouse 3	Mouse 1	Mouse 2	Mouse 3
Nervous system	cerebrum	neuron	–	–	–	+	++	+
		glial cells	–	–	–	+	++	+
	brainstem	neuron	–	–	–	++	++	+
		glial cells	–	–	–	+	++	+
	choroid plexus	epithelium	+	+	+	+++	+++	++
	cerebellum	molecular layers	–	–	–	+++	+++	++
		granular layers	–	–	–	+	++	+
		white matter	–	–	–	++	++	++
		Purkinje cells	–	–	–	+	++	+
Circulatory system	heart	cardiomyocytes	–	–	–	+++	+++	++
	vessel	endothelial cells	–	–	–	++	++	+
		smooth muscle	–	–	–	++	++	+
Respiratory system	lung	typeⅠ alveolar epithelium	–	–	–	+	++	+
		typeⅡ alveolar epithelium	–	–	–	+	++	+
		bronchial epithelium	+	+	+	++	++	++
Gastrointestinal system	stomach	cardia squamous epithelium	++	+	+	+	+	++
		pyloric glandular epithelium	++	+	NA	++	+	++
		muscle layers	–	–	–	+++	+++	++
		intermuscular plexus	–	–	–	+++	+++	++
	small intestine	epithelium	++	+	+	++	++	++
		muscle layers	–	–	–	++	+++	+
	colon	epithelium	+	+	+	++	++	++
		muscle layers	–	–	–	++	+++	++
	liver	hepatocytes	++	++	++	++	+++	++
		bile ducts	+	+	+	++	++	+
	pancreas	acinus	++	++	++	+++	+++	+++
		pancreatic islets	++	+	++	+++	++	++
		pancreatic ducts	+	+	+	++	+++	++
Urinary system	kidney	glomerulus	+	+	+	+	+++	++
		proximal tubules	++	++	++	+++	+++	++
		distal tubules	+	+	+	+++	+++	++
		collecting tubules	+	++	++	+++	+++	++
Epidermal system	skin	epidermis	+	+	+	+++	+++	++
		sebaceous glands	–	+	+	++	++	++
		hair follicles	+	++	+	+++	+++	++
		mesenchymal cells	–	–	–	++	++	++
Connective tissue	adipose tissues	white adipocytes	–	–	–	+	++	+
		brown adipocytes	+	–	+	++	++	++
	muscle	skeletal muscle	–	–	–	+++	+++	+
		smooth muscle	–	–	–	++	+++	+
Immune system	thymus	cortical epithelium	++	+	+	+	+	+
		medullary epithelium	++	+	+	+++	+++	+
		immature T cells	++	+	+	+	+	+
	spleen	megakaryocytes	++	+	+	++	++	+
		mononuclear cells in the white pulp	++	+	+	+	++	+
		mononuclear cells in the red pulp	++	+	+	+	++	+
			Mouse 1	Mouse 2	–	Mouse 1	Mouse 2	–
Reproductive system (male)	testis	spermatogonia	+	+	–	+	+	–
		sperm	–	–	–	–	–	–
		Leydig cells	+++	++	–	+++	+++	–
Reproductive system (female)	ovary	oocytes	–	–	–	–	–	–
		granulosa cells	–	–	–	+	+	–
		stromal cells	–	–	–	++	+	–
	uterus	intimal epithelium	+	+	–	+	+	–
		intimal stroma	–	–	–	+	+	–

Venus-positive cell rate. −: 0%, +: <10%, ++: 10%–50%, +++: >50%.

### Induction of transgene expression in diverse cell types in adult Tet-OFF mice

We then histologically analyzed VENUS expression in Tet-OFF mice (Figures 2, 3, S2, and S4; Table 1). Cell types that were permissive for induction of VENUS expression in Tet-ON mice also expressed VENUS in Tet-OFF mice in the absence of Dox (Figures 2A, S2A, and S4; Table 1). Semi-quantitative immunofluorescence analyses revealed that the expression levels in these cell types were comparable between the Tet-ON and Tet-OFF systems (Figures S5A and S5B). However, expression levels varied among cells and individuals in both systems (Figures S5A and S5B).

In sharp contrast with Tet-ON mice, VENUS was expressed in neuronal and glial cells of the cerebrum in Tet-OFF mice (Figures 2B and S4; Table 1). Neuronal cells in both the cerebral cortex and hippocampus displayed positive staining (Figures 3A and 3B). Additionally, in the cerebellum, VENUS was detected in the molecular and granular layers, white matter, and Purkinje cells (Figures 2B, 3A, and S4; Table 1). In the heart, VENUS expression was observed in cardiomyocytes and smooth muscle cells in coronary vessels (Figures 2B and S4; Table 1). VENUS expression was also detected in skeletal muscle and white adipose tissue (Figures 2B, S2B, and S4; Table 1). Notably, in the gastrointestinal tract, smooth muscle cells and peripheral nerve cells in the muscle layer as well as mesenchymal cells in the lamina propria exhibited VENUS expression (Figures S2A and S4; Table 1). Additionally, mesenchymal cells in the dermis were positive for VENUS (Figures S2A and S4; and Table 1). In the lungs, alveolar and bronchial epithelial cells were positively stained, in addition to a subset of mesenchymal cells (Figures 2B, 3C, and S4; Table 1). In the aorta, smooth muscle cells displayed positive staining (Figures S2B and S4; Table 1). In the spleen, a subset of immune cells in both red and white pulp displayed VENUS expression (Figures S2B and S4; Table 1). We did not observe detectable differences in the level or cell type specificity of the VENUS expression between males and females. In the ovaries, granulosa and stromal cells exhibited VENUS expression, although no obvious VENUS signal was detected in oocytes (Figures S2B and S4; Table 1). In the testes, spermatogonia and Leydig cells expressed VENUS. However, VENUS expression was undetectable in sperm (Figures S2B and S4; Table 1). VENUS expression was also confirmed at the mRNA levels in the cerebrum, heart, and skeletal muscle of Tet-OFF mice, while *Venus* mRNA was only slightly upregulated in Tet-ON mice, albeit without significant differences (Figure 3D). These results demonstrate that the Tet-OFF system offers transgene expression in most cell types in adult tissues.

### *In vivo* Tet system for transgene expression during early development

We next examined transgene expression during early development. Tet-ON and Tet-OFF zygotes were obtained by *in vitro* fertilization (Figures S5C and S5D). Upon development, VENUS fluorescence emerged as early as the morula stage in both Tet-ON and Tet-OFF embryos when they were cultured with and without Dox, respectively (Figure S5E). In blastocysts, inner cell mass and trophectoderm cells exhibited VENUS expression in both systems (Figure S5E). By contrast, VENUS fluorescence was not observed in Tet-ON and Tet-OFF embryos cultured without and with Dox, respectively (Figure S5E), indicating that both the Tet-ON and OFF systems work properly in preimplantation embryos.

We next transplanted Tet-ON and Tet-OFF zygotes into the uteri of pseudopregnant mice to allow their development (Figure S5D). In contrast with adult mice, Tet-ON embryonic day (E)14.5 embryos exhibited VENUS fluorescence throughout their bodies after host mice were administered Dox (Figure S5E), suggesting that embryonic cells are generally permissive for transgene induction even with the Tet-ON system. Tet-OFF E14.5 embryos similarly displayed systemic VENUS signals, which were abolished by administering Dox to host mice (Figure S5E). Immunostaining confirmed that VENUS was expressed in most cell types in both Tet-ON and OFF embryos treated with and without Dox, respectively (Figure S5F). Obvious VENUS fluorescence was observed in Tet-OFF placentae, while Tet-ON placentae exhibited only faint VENUS signals (Figures S5E and S5G), which provides additional evidence that the Tet-OFF system offers transgene expression in a broader spectrum of cell types. Consistently, VENUS expression in placental endothelial cells was exclusively detected in Tet-OFF mice (Figure S5G).

### Dox concentration-dependent graded control of transgene expression in the *in vivo* Tet-ON system

Dosage control of transgene expression is an advantage of the Tet system *in vitro*. To investigate whether the levels of transgene expression are controllable in the *in vivo* Tet system, Tet-ON and Tet-OFF mice at 4 weeks of age were treated with different concentrations of Dox (0, 0.2, 0.4, 1, 2, and 4 mg/mL in drinking water for Tet-ON mice and 0, 0.2, and 4 mg/mL for Tet-OFF mice) and VENUS expression in the liver was analyzed at day 7. Tet-ON mice exhibited a gradual increase in VENUS fluorescence as the Dox concentration increased (Figure 4A). Consistently, VENUS immunohistochemistry revealed Dox concentration-dependent increases in both the staining intensity and positive cell area (Figure 4A). Stepwise increases in *Venus* mRNA expression were also confirmed (Figure 4B). In contrast with the graded regulation in the Tet-ON system, no detectable VENUS signal was observed in the Tet-OFF system even in mice treated with a lower concentration of Dox (0.2 mg/mL), which was also confirmed by the lack of *Venus* mRNA expression (Figures 4A and 4C).

**Figure 4:**
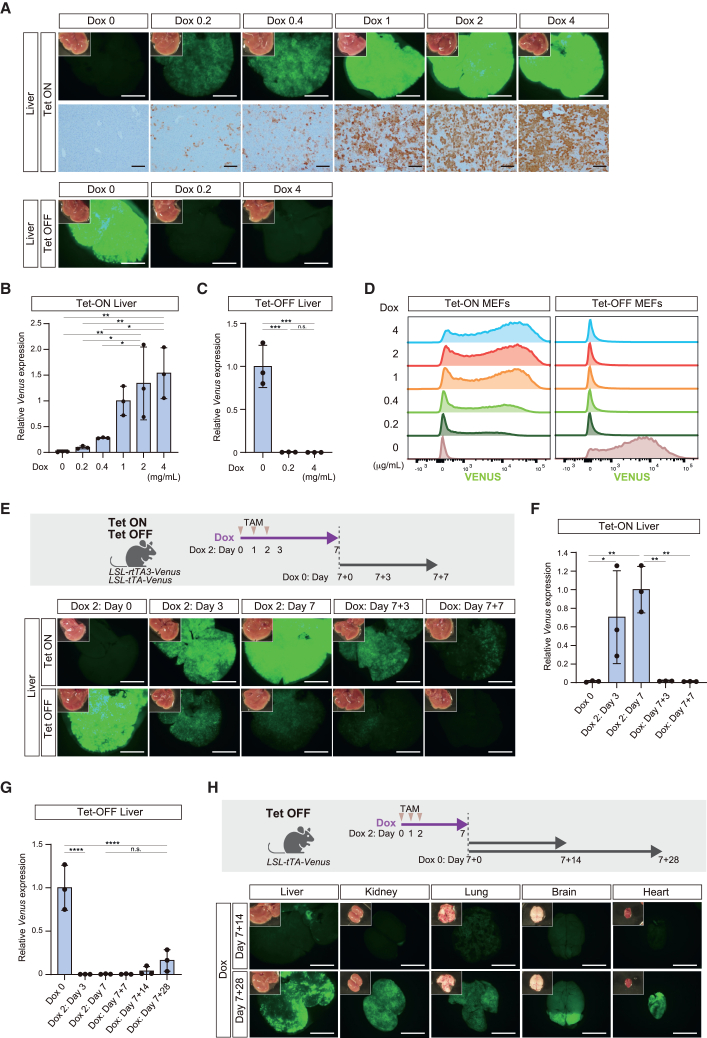
Dynamics of VENUS induction in Dox-treated Tet-ON/OFF mice (A) Representative macroscopic and microscopic images of VENUS expression in the liver of Dox-treated Tet-ON/OFF mice. Graded induction of VENUS expression depending on the Dox concentration is observed only in Tet-ON mice. Scale bars: 5 mm (macroscopic images), 200 μm (microscopic images). (B) qPCR analysis of *Venus* expression in the liver of Tet-ON mice. Data are presented as means ± SD of biological triplicates. Individual mice were used to perform biological triplicates. Expression levels relative to those in Tet-ON mice treated with 1 mg/mL Dox are shown. ^∗∗^*p* < 0.01, ^∗^*p* < 0.05; one-way ANOVA and Tukey’s multiple-comparison test. (C) qPCR analysis of *Venus* expression in the liver of Tet-OFF mice. Data are presented as means ± SD of biological triplicates. Individual mice were used to perform biological triplicates. Expression levels relative to those in Tet-OFF mice not administered Dox are shown. ^∗∗∗^*p* < 0.001, one-way ANOVA and Tukey’s multiple-comparison test. (D) Histogram of VENUS expression in Tet-ON/OFF MEFs exposed to different concentrations of Dox. Flow cytometric analysis reveals graded control of VENUS expression at the single-cell level in Tet-ON MEFs. (E) Reversible control of VENUS induction in the liver by Dox. An experimental protocol is shown in the upper panel. Note that reversible VENUS expression is observed only in Tet-ON mice. Scale bars: 5 mm. (F) qPCR analysis of *Venus* expression in the liver of Tet-ON mice. Data are presented as means ± SD of biological triplicates. Individual mice were used to perform biological triplicates. Expression levels relative to those in Tet-ON mice at day 7 are shown. ^∗∗^*p* < 0.01, ^∗^*p* < 0.05; one-way ANOVA and Tukey’s multiple-comparison test. (G) qPCR analysis of *Venus* expression in the liver of Tet-OFF mice. Data are presented as means ± SD of biological triplicates. Individual mice were used to perform biological triplicates. Expression levels relative to those in Tet-OFF mice not administered Dox are shown. ^∗∗∗∗^*p* < 0.0001; one-way ANOVA and Tukey’s multiple-comparison test. (H) Reversible expression of VENUS in the liver of Tet-OFF mice. An experimental protocol is shown in the upper panel. VENUS reactivation is detected weeks after Dox withdrawal. Scale bars: 5 mm.

To further quantitatively investigate the response to Dox, we established mouse embryonic fibroblasts (MEFs) with the Tet systems. Tet-ON MEFs exhibited Dox concentration-dependent increases in the level of VENUS fluorescence at the single-cell level in flow cytometric analysis (Figure 4D). However, VENUS signals remained suppressed in Tet-OFF MEFs treated with a lower concentration of Dox (0.2 μg/mL) (Figure 4D). These results demonstrate that the *in vivo* Tet-OFF system fails to control the levels of transgene expression within the range of concentrations adopted in previous experimental settings for the Tet systems (Tables S1 and S2).

### Reversible control of transgene expression in the *in vivo* Tet-ON system

We next tested the reversible control of transgene expression in the Tet system. Tamoxifen-treated Tet-ON and Tet-OFF mice at 4 weeks of age were treated with Dox (2 mg/mL in drinking water) for 7 days (day 7), which was subsequently withdrawn for 7 days (day 7 + 7), and then the dynamics of VENUS signals in the liver were examined (Figure 4E). In Tet-ON mice, VENUS fluorescence progressively increased during the first 7 days (Figure 4E). By contrast, VENUS signals progressively decreased upon Dox withdrawal and almost disappeared at day 7 + 7 (Figure 4E). The level of *Venus* mRNA increased and decreased more quickly than the level of VENUS fluorescence (Figure 4F), presumably reflecting the lower speed of translation and stability of VENUS protein, respectively. Thus, the *in vivo* Tet-ON system rapidly responds to Dox, which enables reversible control of transgene expression.

In Tet-OFF mice, VENUS signals rapidly decreased upon Dox treatment (2 mg/mL in drinking water) and were almost absent at day 7 (Figure 4E). However, upon withdrawal of Dox, reactivation of VENUS signals was undetectable at day 7 + 7 (Figure 4E). Consistently, *Venus* mRNA was almost undetectable at 3 days after Dox treatment (day 3) and remained undetectable at day 7 + 7 (Figure 4G), indicating that transgene expression was rapidly suppressed but not promptly reactivated in the Tet-OFF system. When we further extended the period of Dox withdrawal, VENUS fluorescence emerged in some organs at 2 weeks (day 7 + 14) and was increased at 4 weeks after withdrawal of Dox (day 7 + 28) (Figure 4H). However, VENUS signals and *Venus* mRNA expression were not fully recovered even at day 7 + 28 (Figures 4G and 4H). Collectively, these results demonstrate that transgene reactivation requires substantially longer in Tet-OFF mice.

### Tc enables graded and reversible gene activation in the *in vivo* Tet-OFF system

Previous studies utilized Tc to control the Tet systems (Gossen and Bujard, 1992; Gossen et al., 1995; Krueger et al., 2004). Tc has a much lower affinity for TetR than Dox (Degenkolb et al., 1991). Considering this weak affinity of Tc, we tried to achieve graded control of transgene expression by administering lower concentrations of Tc (Figure 5A). To this end, we treated Tet-OFF mice with 0.2 mg/mL Tc in drinking water. In contrast with the tight repression observed upon treatment with 0.2 mg/mL Dox, Tc-treated mice exhibited sustained but reduced VENUS signals at day 7 (Figures 5A and 5B), suggesting that transgene expression was partially repressed *in vivo*. To further investigate the graded control, Tet-OFF MEFs were treated with different concentrations of Tc. The VENUS intensity was inversely correlated with the concentration of Tc (Figure 5C), demonstrating that Tc achieves graded control of transgene expression. By sharp contrast, Dox exposure strictly repressed VENUS signals even at a concentration of 4 ng/mL (Figure 5C). VENUS signals started to appear at a concentration of 400 pg/mL Dox, indicating that the graded control of transgene expression could be achieved even with Dox at substantially lower concentrations in the Tet-OFF system (Figure 5D). Together, our results demonstrate that Tc enabled graded transgene activation within the range of concentrations adopted in previous studies with the Tet systems.

**Figure 5:**
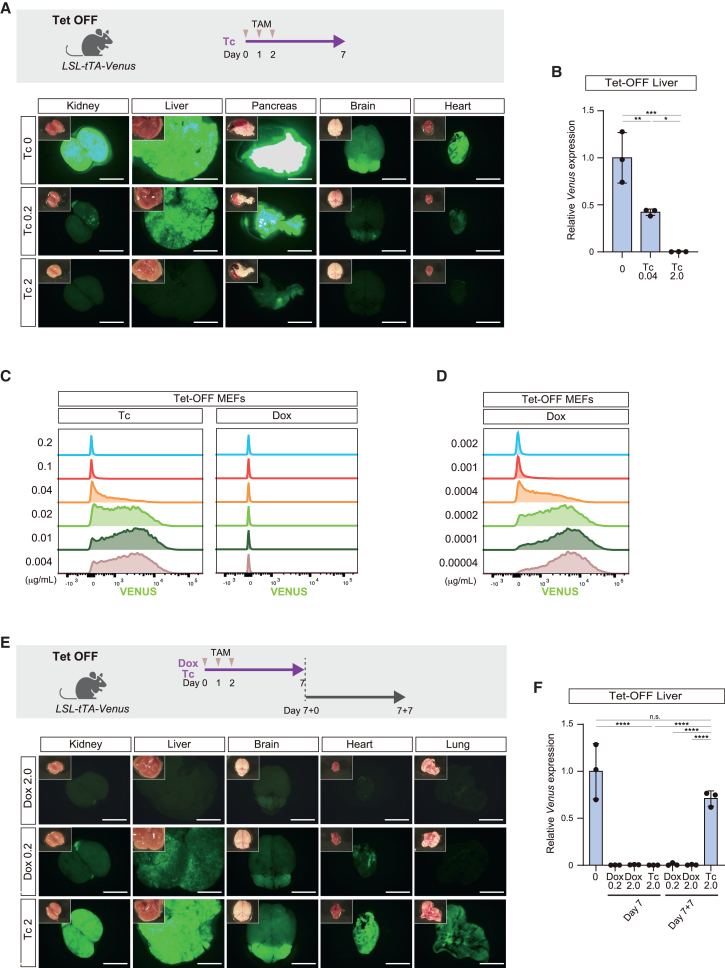
Rapid, reversible, and graded control of VENUS expression in Tc-treated Tet-OFF mice (A) Graded expression of VENUS in organs of Tc-treated Tet-OFF mice. An experimental protocol is shown in the upper panel. Scale bars: 5 mm. (B) qPCR analysis of *Venus* expression in the liver of Tet-OFF mice. Data are presented as means ± SD of biological triplicates. Individual mice were used to perform biological triplicates. Expression levels relative to those in Tet-OFF mice not administered Dox are shown. ^∗∗∗^*p* < 0.001, ^∗∗^*p* < 0.01, ^∗^*p* < 0.05; one-way ANOVA and Tukey’s multiple-comparison test. (C) Histogram of VENUS expression in Tet-OFF MEFs exposed to different concentrations of Tc and Dox. Flow cytometric analysis reveals graded control of VENUS expression in Tc-treated MEFs. (D) Histogram of VENUS expression in Tet-OFF MEFs exposed to a lower concentration of Dox. A substantially lower concentration of Dox is required for the activation of VENUS expression in Tet-OFF MEFs. (E) Reversible expression of VENUS in organs of Tet-OFF mice. An experimental protocol is shown in the upper panel. Rapid VENUS reactivation is detected after Tc withdrawal. Scale bars: 5 mm. (F) qPCR analysis of *Venus* expression in the liver of Tet-OFF mice. Data are presented as means ± SD of biological triplicates. Individual mice were used to perform biological triplicates. Expression levels relative to those in Tet-OFF mice not administered Dox are shown. ^∗∗∗∗^*p* < 0.0001; one-way ANOVA and Tukey’s multiple-comparison test.

Finally, to overcome the limitation in reversible control of transgene expression in the *in vivo* Tet-OFF system, we first tested a reduced concentration of Dox (0.2 mg/mL in drinking water) (Figure 5E). Administration of 0.2 mg/mL Dox was sufficient to repress VENUS fluorescence and *Venus* mRNA expression in the liver of Tet-OFF mice at day 7. However, only modest reactivation of VENUS fluorescence and *Venus* mRNA expression was observed after the Dox withdrawal (day 7 + 7) (Figures 5E and 5F). Importantly, Tc has a significantly shorter half-life in serum than Dox (Klein and Cunha, 1995). Therefore, with the aim of rapidly reactivating transgenes, we administered Tc instead of Dox to Tet-OFF mice (Figure 5E). We confirmed that administration of 2 mg/mL Tc in drinking water for 7 days was sufficient to repress VENUS signals and *Venus* expression in adult tissues of Tet-OFF mice (Figure 5A). We then examined transgene reactivation after withdrawal of Tc for 7 days. Tc-treated Tet-OFF mice exhibited reactivation of VENUS signals in most organs at a similar level as control mice (Figure 5E), supporting the assumption that Tc is rapidly cleared *in vivo*. Robust and rapid reactivation of VENUS expression was also confirmed at the mRNA level (Figure 5F). In summary, we leveraged the pharmacologic advantages of Tc to achieve reversible and graded control of transgene expression in Tet-OFF mice.

### Transcriptional perturbation caused by Dox and Tc

Dox and Tc may have unintended effects independent of tetO-regulated exogenous genes. Previous studies pointed out the potential disadvantage of using Dox by providing evidence that it impairs mitochondrial function (Moullan et al., 2015). 

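Liver RNA of 4-week-old mice was sequenced from 3 groups with 3 libraries each: controls, mice given Dox (doxycycline) and mice given Tc (tetracycline), each drug at 2 mg/mL in drinking water for 7 days. By the sample labels, mice of all 3 groups also received tamoxifen. The authors deposited gene counts divided by a size factor per library. Every value was a whole multiple of the value of 1 read, so whole reads could be recovered for 100% of the values. Recovered reads on genes ranged from 8250804 to 10912338 in the control libraries (median 10411185), from 7426136 to 10330238 in the Dox libraries (median 9498542) and from 10216627 to 12183041 in the Tc libraries (median 12139704). Log2(normalized count + 1) was tested with limma in 1 model of all 9 libraries, over the 12100 genes with a mean of at least 10 normalized counts. Differentially expressed genes had a fold change over 2 and a Benjamini-Hochberg adjusted p under 0.05.

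Library 3 of each group was close to a weighted sum of the first and second libraries. The fitted weights were 58.2% and 42.2% for the control library 3, 61.4% and 34.5% for the Dox library 3, and 62.3% and 36.6% for the Tc library 3. Of the genes that differed over 2-fold between the first and second library, library 3 lay between them for 181 of 183 genes in controls, 2801 of 2808 genes with Dox and 415 of 416 genes with Tc. No gene of the control or Dox library 3, and 2 genes of the Tc library 3, lay over 2-fold outside the range of the other libraries of the group. In 20 simulations per group of a liver of its own at the same intermediate level, with deviations like those between the control livers, this number ranged from 61 to 75 genes for controls, 38 to 54 for Dox and 53 to 74 for Tc. In these simulations up to 97.3% (controls), 97.1% (Dox) and 96.4% (Tc) of the genes also lay between, so that share alone says less. With Tc, the residuals of the weighted sum (1.56 times counting error) lay nearer such livers (at least 1.94) than a simulated mixture (0.99). The 3 libraries of a group can therefore hardly count as 3 independent mice, least clearly so with Tc. In 20 simulations of unchanged groups whose library 3 was such a mixture, 19.8% of genes had an unadjusted limma p under 0.05 and a mean of 245 genes passed both thresholds, against 5.06% and 0.20 genes with a liver of its own. DESeq2 called a mean of 635 genes in such unchanged groups with a mixed library 3, 42.7 with a liver of its own and 94.6 (from 70 to 118) with 2 libraries per group. With 2 libraries per group and 200 changed genes, limma recovered a mean of 11.4 genes changed 4-fold and 143 changed 16-fold. Without libraries 3, a limma count of 0 thus says little about changes near 4-fold, and DESeq2 calls can include many false ones. The adjusted p-values of fits with all 9 libraries are thus likely too small. Results without libraries 3, a setting chosen after seeing the data, are given beside them.

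**Figure D1:**
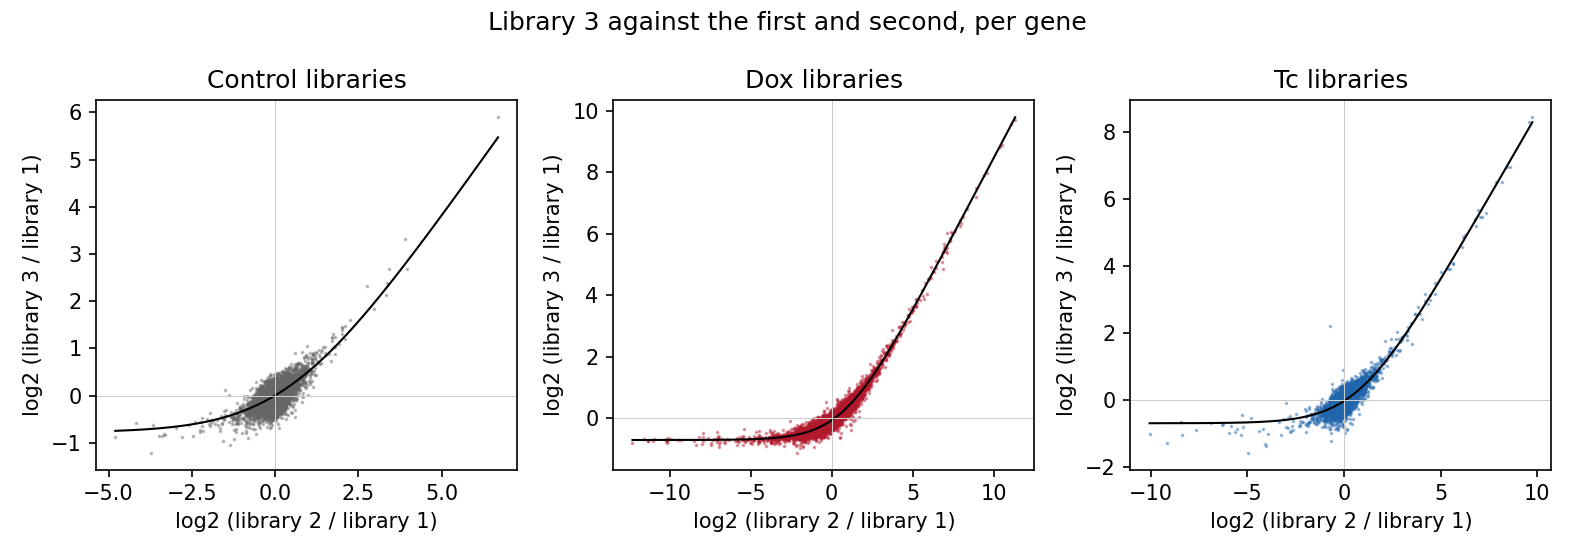
Each point is a gene with at least 100 normalized counts in the first or second library. The x axis is the log2 ratio of the second to the first library and the y axis the log2 ratio of library 3 to the first, for control, Dox and Tc livers. The black line is the ratio that the fitted weighted sum gives, such as 61.4% and 34.5% for Dox.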

To compare transcriptional perturbation by these agonists *in vivo*, we conducted RNA sequencing (RNA-seq) analyses of the liver of mice administered Dox or Tc in drinking water at a concentration of 2 mg/mL for 7 days. Consistent with previous studies, the expression levels of a subset of genes were altered after Dox treatment (Figures 6A and S6A). 

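Against the controls, 605 of 12100 genes were differentially expressed with Dox in the limma fit of all 9 libraries, 138 raised and 467 lowered. Without library 3 of each group, limma called 0 genes at the adjusted threshold, while 1040 genes had an unadjusted p under 0.05. DESeq2 on the recovered reads called 1205 genes with all 9 libraries (403 raised, 802 lowered) and 119 genes without libraries 3 (34 raised, 85 lowered).

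Gsta2 (ENSMUSG00000057933, chromosome 9, 78331018 to 78355788 in GRCm38), a glutathione transferase gene with close paralogs, had 10.6 and 10.6 normalized counts in the first and second control libraries and 295.9 and 143.8 in the first and second Dox libraries. Its log2 fold change over all libraries was 4.14 (standard error 0.41, limma adjusted p = 0.00503), and its adjusted p without libraries 3 was 0.559 with limma and 6.3e-06 with DESeq2. Saa2 (ENSMUSG00000057465, chromosome 7, 46751790 to 46754313), an acute-phase gene with a close paralog, fell from 14964.3 and 18591.8 to 105.3 and 12.7 normalized counts, with adjusted p = 0.0150 from limma with all libraries, and without libraries 3 of 0.559 with limma and 0.00627 with DESeq2. Hacl1 (ENSMUSG00000021884, chromosome 14, 31598730 to 31641286) fell by 2.66 on the log2 scale (standard error 0.17, limma adjusted p = 7.98e-04), and its adjusted p without libraries 3 was 0.559 with limma and 8.52e-10 with DESeq2. Hacl1 also fell with Tc, by 2.09 (limma adjusted p = 0.00590 with all 9 libraries). Without libraries 3, its adjusted p with Tc was 3.20e-05 with DESeq2, and limma did not call it.

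The Dox livers differed from each other more than the controls did. Over the 500 most variable genes, the first and second libraries were 108.6 log2 units apart with Dox, 61.6 with Tc and 33.5 in controls. The mean distance within the Dox group was 3.18 times that of the controls, and 2.01 times without Dox replicate 2.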

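With Tc, 20 genes were differentially expressed against the controls in the limma fit of all 9 libraries, 5 raised and 15 lowered, and 1412 genes had an unadjusted p under 0.05. The excess of Dox over Tc was 585 genes. It depended on the model: with only the 2 compared groups in each fit, limma called 333 genes for Dox and 276 for Tc, an excess of 57. DESeq2 called 1205 and 194 genes with all 9 libraries (an excess of 1011) and 973 and 477 with only the 2 groups compared (496), and limma with array weights called 1555 and 737 (818). In fits of 2 groups the Dox libraries do not enter the test of Tc. Without libraries 3, limma called 0 genes for Tc, with 239 genes at an unadjusted p under 0.05, and DESeq2 called 5 genes. In the direct comparison of Dox with Tc, limma called 26 genes with all 9 libraries, and 0 without libraries 3 (454 at an unadjusted p under 0.05). DESeq2 called 632 genes with all 9 libraries and 32 without libraries 3 (10 higher and 22 lower with Dox). With the replicate number as a block, limma called 2 genes in the fit of all 9 libraries. With the block and only Dox and Tc in the fit, a setting chosen after seeing the data, limma called 0 (1587 at an unadjusted p under 0.05) and DESeq2 221.

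**Figure D2:**
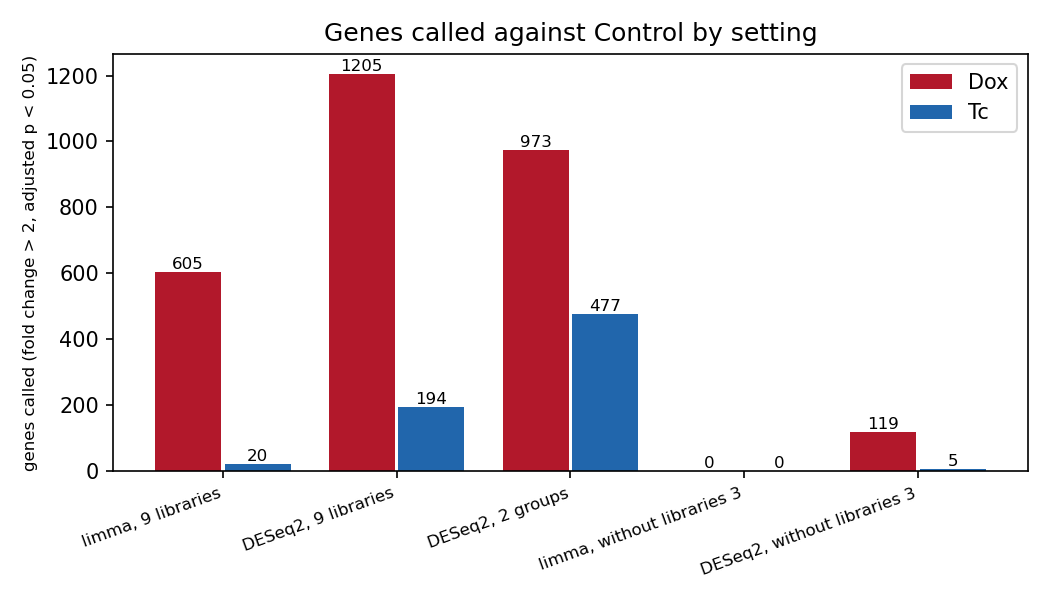
Bars give the number of genes with a fold change over 2 and an adjusted p under 0.05 against controls, for Dox (red) and Tc (blue), in 5 settings. The limma fit of all 9 libraries gives 605 and 20 genes, and limma without libraries 3 gives 0 and 0. In simulations, that last fit recovered a mean of 11.4 of 200 genes changed 4-fold and 143 of 200 changed 16-fold.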

Remarkably, although Tc treatment also changed gene expression, the number of affected genes was much smaller than that in Dox-treated mice (Figure 6A). When changes were present in both Dox- and Tc-treated mice, the extent of these changes was generally smaller in the latter mice (Figure 6B). 

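Called against controls for both drugs were 17 genes, all in the same direction, while 588 genes were called for Dox only and 3 for Tc only. Of the 17 genes, 58.8% had the log2 fold change nearer 0 with Tc, and the median ratio of the Tc to the Dox change was 0.96. The share depended on how genes were chosen: it was 97.4% among the 605 genes called for Dox, with a median ratio of 0.42, and 50% among the 20 genes called for Tc.

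Pemt (ENSMUSG00000000301, chromosome 11, 59970614 to 60046489 in GRCm38) rose by 2.01 with Dox and 2.08 with Tc on the log2 scale (standard error 0.27 for each, limma adjusted p = 0.00821 and 0.0332 with all 9 libraries). Without libraries 3, its DESeq2 adjusted p was 0.00637 with Dox and 0.0557 with Tc, and its limma adjusted p 0.559 and 1. Muc13 (ENSMUSG00000022824, chromosome 16, 33794037 to 33819934) had 1185.5 and 5042.7 normalized counts in the first and second control libraries and at most 1.2 in any Dox or Tc library. Its DESeq2 adjusted p without libraries 3 was 2.13e-10 with Dox and 9.00e-11 with Tc, and its limma adjusted p 0.340 and 0.325. Across the 12100 genes, which are not independent replicates, the log2 fold changes of both drugs had r = 0.534. In 100 simulations of unchanged groups against the same controls, r had a mean of 0.498 and ranged from 0.4416 to 0.5336. The observed value, 0.5338, lay just above all 100 simulations. Genes and libraries were drawn independently there, while same-numbered Dox and Tc libraries deviated together in the deposited values. The simulated range is thus too narrow, and this r cannot tell a shared response from the shared controls.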

Notably, gene ontology analysis revealed that genes associated with the term “cellular response to external stimulus” were highly represented in the subset of genes specifically upregulated in Dox-treated mice (cluster 5) (Figure S6B). These results suggest that use of Tc or a low dose of Dox in the Tet-OFF system as an agonist mitigates transcriptional perturbation and potentially alleviates any harmful effects of Dox in the Tet-ON system, thereby improving the interpretation of experimental phenotypes.

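A list of genes of the response to starvation, fixed before the data were examined, had 27 genes among those tested. In limma's camera test, adjusted over all lists and comparisons, it did not differ from the other genes with Dox (median log2 fold change 0.19, adjusted p = 0.504) or with Tc (-0.08, adjusted p = 0.117). Between Dox and Tc its median difference was 0.45 (adjusted p = 0.0338), and its adjusted p ranged from 4.37e-05 to 0.679 across the alternatives. Camera without libraries 3 gave 0.0183, camera on the DESeq2 statistics 5.31e-04 with all 9 libraries and 4.37e-05 without libraries 3, limma's fry 0.407 and camera with an estimated correlation 0.679. Without Dox replicate 2 the camera adjusted p was 0.348, and for Dox against controls it was 0.0114 without Dox replicate 1 and 0.0247 on the DESeq2 statistics without libraries 3. Partitioning the genes called for either drug into 5 clusters gave 87 genes in the cluster raised with Dox only. The paper's term came from a gene ontology enrichment within its own cluster. No such enrichment was run on these 87 genes, and a shift of the whole starvation list is a different question. The list's genes called with Dox moved both ways: Atf3 and Sqstm1 rose, and Atf5 and Aldh18a1 fell.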

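The paper reports fewer changed genes with Tc, generally smaller changes, and a gene ontology term among genes raised with Dox only. From these results it proposes that Tc, or Dox at a low dose, lessens transcriptional perturbation in the Tet-OFF system. A low dose of Dox was not among the sequenced groups. In the deposited values, the comparison is between groups whose library 3 lies between the first and second, so about 2 livers per group can be told apart. Gene lists parted the drugs less: limma camera called 16 for Dox and 15 for Tc with all 9 libraries, and 15 and 15 without libraries 3. Limma's fry called 13 and 4, and camera with an estimated correlation 0 and 0. The cholesterol synthesis list rose by a median of 1.15 with Tc (camera adjusted p = 5.63e-11, fry 0.112). With Dox it did not differ from the other genes (-0.40, camera adjusted p = 0.504). Without libraries 3, DESeq2 called more genes for Dox than for Tc (119 and 5), as did limma at an unadjusted p under 0.05 (1040 and 239). In unchanged simulated groups of 2 libraries, DESeq2 called from 70 to 118 genes. The number for Tc lay below that range, and the cause was not tested. The simulated groups shared 1 spread, averaged over the 3 groups. In the deposited values the first and second libraries were 33.5 log2 units apart in controls, 61.6 with Tc and 108.6 with Dox. The simulated range is thus not a fair mark for either number.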

**Figure 6:**
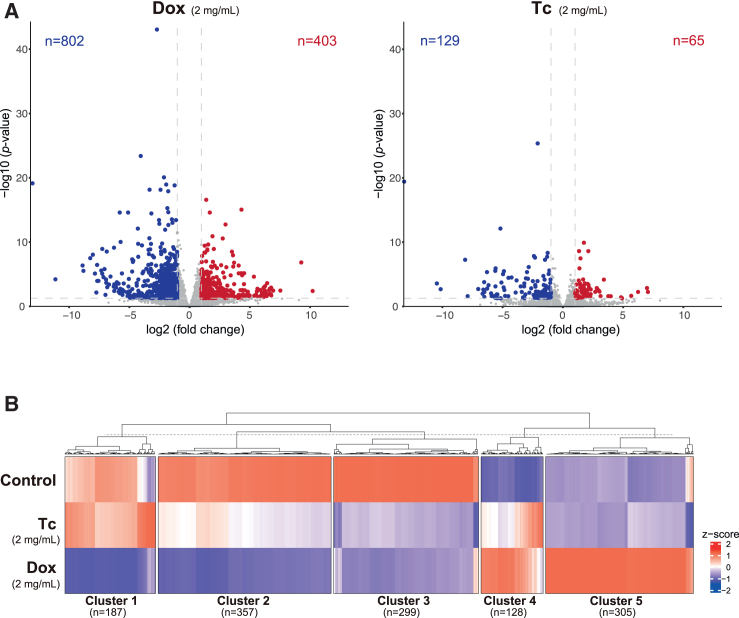
Transcriptional perturbation caused by Dox and Tc administration (A) Volcano plots of RNA-seq data showing the transcriptional response to Dox or Tc administration. The data represent the mean values of 3 independent samples. Differentially expressed genes (fold change > 2, FDR < 0.05) are labeled in red or blue. (B) Heatmap of RNA-seq data. The data represent the mean values of 3 independent samples. Upregulated and downregulated genes (fold change > 2) after Dox or Tc administration were subjected to K-means clustering.

## Discussion

The transcription network is stably maintained in somatic cells, which safeguards the homeostasis of tissues (Bulger and Groudine, 2011; Hnisz et al., 2013; Long et al., 2016). Accordingly, impairment of transcriptional regulation often results in cellular dysfunction, leading to impaired tissue functions that cause disease development. Therefore, genetic disruption and/or ectopic gene activation have been employed in animals to study gene functions in physiology and their significance in pathology. However, *in vivo* genetic ablation and transgene expression are generally irreversible, which limits the use of these strategies to study biological phenomena, especially those related to epigenetic regulation. For instance, embryonic development is a dynamic process, during which changes in the extracellular environment affect transcriptional regulation, leading to the stepwise organization of epigenetic modifications in order to ensure the spatiotemporal control of cell fate alterations. Indeed, environmental perturbations within a limited time window in embryos often cause latent pathologies in adults, as proposed by the DOHaD hypothesis (Barker, 2007). As such, temporal transcriptional alteration in response to the extracellular environment acts as an interface between environmental and epigenetic regulation that persists upon cell replication. Therefore, transient control of gene expression has advantages over static intervention to recapitulate and/or perturb such transcriptional dynamics. Here, we successfully achieved reversible and graded control of transgene expression in most cell types in adult tissues using the Tc-mediated *in vivo* Tet-OFF system. Of note, this inducible system can be applied to repress gene expression if combined with other technologies such as the CRISPR-dCas9-KRAB system (Thakore et al., 2015). Considering the critical role of the kinetic parameters of transcriptional regulation in diverse biological and pathological processes, the *in vivo* Tet-OFF platform should help to uncover the molecular basis of tissue homeostasis and diseases.

Successful reprogramming into induced pluripotent stem cells requires the silencing of transgenic Yamanaka factors (Takahashi and Yamanaka, 2006), indicating that temporal, not continuous, expression of reprogramming factors is crucial for this process. Somatic cells can be reprogrammed *in vivo* with the Tet-ON system (Abad et al., 2013; Ohnishi et al., 2014). Notably, partial reprogramming evoked by cyclic induction of reprogramming factors is effective for extending the lifespan of progeroid mice and regenerating tissues (Chen et al., 2021; Lu et al., 2020; Ocampo et al., 2016). Similarly, emerging evidence indicates that direct reprogramming, which bypasses the pluripotent state, provokes tissue regeneration (Hirano et al., 2022; Srivastava and DeWitt, 2016). Thus, transient induction of reprogramming factors *in vivo* has drawn significant attention as a promising strategy for tissue regeneration and rejuvenation. Here, we propose a versatile platform to induce gene activation in adult somatic tissues. Given that the Tet-ON system is not permissive for robust transgene expression in neuronal cells, cardiomyocytes, and skeletal muscle cells, all of which exhibit a limited regenerative potential, the devised system may offer a suitable platform for such interventions. Moreover, although *in vivo* reprograming-mediated lifespan extension has garnered considerable interest, the underlying mechanisms remain unclear. The cell type-specific nature of transgene expression in the *in vivo* Tet-ON system may offer important insights into the mechanisms underlying reprogramming factor-induced longevity. Additionally, the spatiotemporal atlas of transgene expression in this study provides valuable information for gene therapies with vectors equipped with the Tet systems (Chtarto et al., 2003).

In this study, we demonstrated that the *in vivo* Tet-ON system exhibits Dox-dependent, but cell type-specific, induction of transgene expression in adult mice, which is in line with observations in a previous study where the Tet system was knocked into a *Col1a1* locus for EGFP induction (Beard et al., 2006). These results suggest that the cell type specificity of the Tet-ON system is likely independent of target loci and gene cargoes. We did not observe a correlation between DNA methylation levels at the CMV promoter downstream of the Tet operator and expression levels of transgenes in the organs exhibiting variable VENUS expression levels in the Tet-ON system (Figure S6D). Although mechanisms underlying the cell type-specific expression remain unclear, other factors, such as differences in tetO binding ability in conjunction with the distinct affinity of Dox with tTA/rtTA in each cell type, might be responsible for the cell type-dependent reactivity.

Consistent with the fact that Tcs bind bacterial ribosomes, which are evolutionarily associated with mitochondrial ribosomes, Dox disturbs mitochondrial proteostasis in mammalian cells. Here, we show that Tc has limited effects on transcriptional profiles. 

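A list of mitochondrial genes defined by gene symbols was used in place of the gene ontology annotation, which was not used here. In the limma fit of all 9 libraries, 7 of these genes were called with Dox and 2 with Tc. DESeq2 on the recovered reads called 17 and 6, and limma with only the 2 groups compared called 5 and 6, the reverse order. Without library 3 of each group, limma called 0 and 0 and DESeq2 4 and 0. Nuclear genes of the respiratory chain (79 genes) shifted by similar amounts, with median log2 fold changes of 0.25 with Dox and 0.23 with Tc. The direct comparison of Dox with Tc gave a median difference of 0.01 (limma camera adjusted p = 0.737). The 7 tested genes of the mitochondrial genome rose by a median of 0.92 with Dox and 0.55 with Tc, with a median difference of 0.34 (limma camera adjusted p = 0.0789). Without libraries 3 these medians were 1.12 and 0.93, with a median difference of 0.14 (limma camera adjusted p = 0.206). None of the 7 mitochondrial lists differed between Dox and Tc at an adjusted p under 0.05.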

Notably, mitochondrial component gene expression was altered more frequently in Dox-treated mice than in Tc-treated mice (Figure S6C), implying that Tc mitigates the mitochondrial detriments associated with use of Dox. Although the toxicity of Tc must be carefully considered when interpreting experimental outcomes, especially when it is administered for a long period (Moullan et al., 2015), our data suggest that the Tc-mediated Tet-OFF system offers a more biocompatible alternative than the Dox-mediated Tet-ON system.

Despite the robust gene activation in a broader range of cell types in the *in vivo* Tet-OFF system, there remain limitations. First, we failed to induce transgene expression in mature germ cells, which may be associated with unique epigenetic regulation in these cells (Sasaki and Matsui, 2008). Second, the level of transgene expression varied among cells and individuals even with identical genotypes, suggesting the presence of unidentified factors that affect transgene expression, which are presumably involved in epigenetic regulation. Finally, silencing of a transgene after longer induction as well as leaky expression, both of which have been observed in the *in vivo* Tet-ON system (Zhu et al., 2011), should be carefully considered in practical application of the *in vivo* Tet-OFF system. Elucidation of the molecular mechanisms underlying the variable induction of transgene expression will pave the way toward further improvement of the transgenic system *in vivo*, which will contribute not only to diverse biomedical research but also to efficient gene therapies for diseases as well as age-related detrimental phenotypes.

## Experimental procedures

### Establishment of ESCs

#### PB CAG-CreERT2 ESCs

A PB transposon vector carrying *CAG-CreERT2-ires-NeoR* and a PB transposase plasmid (pCAG-PBase [Kim et al., 2016]) were electroporated into V6.5 ESCs (C57BL/6 × 129/sv) using the Neon transfection system (Thermo Fisher Scientific). After selection with 350 μg/mL G418 (Nacalai Tesque), G418-resistant ESC colonies were picked and expanded to establish ESC lines.

#### *Rosa26-LSL-rtTA3/tTA* ESCs

*Rosa26-LSL-rtTA3*/*tTA* ESCs were generated according to a previously described protocol (Ozawa et al., 2022). Briefly, a circular *Rosa26-LSL-rtTA3*/*tTA* vector and *Rosa26* Cas9-ribonucleoprotein (RNP), which is composed of gRNA targeting a *Rosa26* locus (IDT) and Alt-R S.p. Cas9 Nuclease V3 (IDT), were electroporated into V6.5 ESCs using the Neon transfection system. The sequence of the gRNA targeting the *Rosa26* locus is as follows: CGCCCATCTTCTAGAAAGAC. After selection with 350 μg/mL G418, G418-resistant ESC colonies were picked and expanded to establish ESC lines.

#### *Rosa26-tetO-Venus-ires-mCherry* ESCs

*Rosa26-tetO-Venus-ires-mCherry* ESCs were generated according to a previously described protocol (Ozawa et al., 2022). Briefly, a circular *Rosa26-tetO-Venus-ires-mCherry* vector and *Rosa26* Cas9-RNP, which is composed of gRNA targeting a *Rosa26* locus and Alt-R S.p. Cas9 Nuclease V3, were electroporated into V6.5 ESCs using the Neon transfection system. After selection with 15 μg/mL blasticidin S (Funakoshi), blasticidin-resistant ESC colonies were picked and expanded to establish ESC lines.

### Flow cytometric analysis

Cells were washed with phosphate-buffered saline (PBS) and incubated in 0.25% trypsin-EDTA (Nacalai Tesque) for 5 min at 37°C. After centrifugation at 200*g* for 3 min, cell pellets were resuspended in fluorescence-activated cell sorting (FACS) buffer (PBS containing 4% bovine serum albumin [BSA]) and passed through a cell strainer. VENUS-positive cells were analyzed using an FACSCanto II instrument (BD). Flow cytometric data were analyzed using FlowJo V10 (BD).

### Mice

All animal experiments were approved by the Animal Experiment Committee at IMSUT, and animal care was conducted in accordance with institutional guidelines. All mice were housed in a specific pathogen-free animal facility under a 12-h light/12-h dark cycle with food and water available *ad libitum*.

### Tamoxifen administration

Tamoxifen (Sigma) was dissolved in corn oil (Invitrogen) to a concentration of 20 mg/mL. Mice were intraperitoneally treated with 2 mg of tamoxifen once daily for three consecutive days.

### Dox and Tc administration

Four-week-old mice received Dox hyclate (Sigma) in drinking water supplemented with 10 mg/mL sucrose (Nacalai Tesque). Dox was added to CARD-KSOM medium used to maintain preimplantation embryos at a concentration of 2 μg/mL. To observe transgene expression at E14.5, pseudopregnant mice implanted with Tet-ON or Tet-OFF embryos were administered 2 mg/mL Dox. Tc hydrochloride (Wako) was administered to mice in the same manner as Dox.

### Histological analysis, immunostaining, and immunofluorescence

Dissected tissue samples were fixed in 4% paraformaldehyde (Nacalai Tesque) overnight at room temperature. Fixed samples were embedded in paraffin using HistoCore PEARL (Leica Biosystems). Sections were sliced at a thickness of 3–4 μm. Samples were soaked three times for 5 min each in lemosol (Wako) to remove paraffin and three times for 5 min each in 100% ethanol to hydrophilize. After washing with water for several minutes, samples were soaked in epitope-retrieval buffer (Nichirei Biosciences) and microwaved at 100 W for 10 min. Samples were then soaked in PBS for several minutes and incubated with 200 μL of primary antibodies diluted in PBS containing 2% BSA (MP Biomedicals) at 4°C overnight. A rabbit monoclonal anti-GFP primary antibody (Abcam, #ab183734, dilution 1/200) was used to detect VENUS protein. Sections were incubated with horseradish peroxidase-conjugated secondary antibodies (Nichirei Bioscience, Histofine) at room temperature for 30 min, and chromogen development was performed using DAB (Nichirei Bioscience). Stained slides were counterstained with hematoxylin. The primary antibodies used for immunofluorescence were chicken polyclonal anti-GFP (Abcam, #ab13970, dilution 1/1,000) to detect VENUS protein, rabbit monoclonal anti-NeuN (Abcam, #ab177487, dilution 1/1,000), rabbit monoclonal anti-OLIG2 (Abcam, #ab109186, dilution 1/100), mouse monoclonal anti-AQP5 (Santa Cruz, #sc-514022, dilution 1/100), rabbit monoclonal anti-SP-C (Abcam, #ab211326, dilution 1/500), and rabbit monoclonal anti-CK8 (Abcam, #ab53280, dilution 1/500). Sections were stained for 90 min at room temperature with the following secondary antibodies conjugated with fluorescent proteins diluted in PBS containing 2% BSA: CF488A anti-chicken immunoglobulin G (IgG) (Biotium, #20166, dilution 1/500), Alexa Fluor 555 anti-rabbit IgG (Invitrogen, #A-21429, dilution 1/500), and Alexa Fluor 555 anti-mouse IgG (Invitrogen, #A-31570, dilution 1/500). After two washes for 5 min in PBS, sections were mounted using ProLong glass antifade mountant with NucBlue stain (Invitrogen) and evaluated with a BZ-X710 fluorescence microscope (KEYENCE).

### Genomic DNA extraction and PCR analysis

Freshly collected tissues were incubated in tail lysis buffer (Nacalai Tesque) at 65°C for 2 h or longer. Genomic DNA was purified by phenol-chloroform extraction and ethanol precipitation and dissolved in TE buffer (Nacalai Tesque). Genomic DNA was quantified on a NanoDrop 2000 instrument (Thermo Fisher Scientific) and diluted to a concentration of 50 ng/μL. One microgram of genomic DNA was used for PCR analysis with KOD-FX-Neo.

### Statistics and reproducibility

All statistical parameters, including the statistical comparison test and exact *p* value, are described in the figures or figure legends. Statistical analyses were performed using the Prism 10 software (GraphPad). Data are presented as the means ± standard deviation (SD). The reproducibility of representative images was confirmed in a minimum of three independent biological samples.

## Resource availability

### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Yasuhiro Yamada ().

### Materials availability

Materials generated in this study will be made available on request with a completed Materials Transfer Agreement. The animal strains generated in this study will be deposited at the RIKEN BioResource Research Center and Center for Animal Resources.

### Data and code availability

The Gene Expression Omnibus accession number for the RNA-seq data reported in this paper is GSE268589. All relevant data supporting the key findings of this study are available within the article and its supplemental information files or from the corresponding author upon reasonable request.

## Acknowledgments

We are grateful to M. Kikuchi, K. Miyazaki, N. Tako, R. Kimoto, M. Baba, T. Mashimo, and M. Ikawa for technical assistance. This study was supported by T. Ando in the Pathology Core laboratory and Y. Ishii and K. Ono in the FACS Core laboratory, The Institute of Medical Science, The 10.13039/501100004721University of Tokyo (IMSUT). Yasuhiro Yamada was supported in part by 10.13039/100009619AMED (23zf0127008h0002, 23tm0524004h0001, 233fa627001h0002, 23bm1223002h0002, 23bm1123040s0201, and 23ama221201h0002) and the 10.13039/501100001691JSPS KAKENHI (23H05485 and 23H00407). J.T. was supported by the 10.13039/501100001691JSPS KAKENHI (23K14114) and 10.13039/501100005865Mochida Memorial Foundation for Medical and Pharmaceutical Research. The Institute for the Advanced Study of Human Biology (ASHBi) is supported by the World Premier International Research Center Initiative (WPI), MEXT, Japan.

## Author contributions

J.T. and Yasuhiro Yamada designed and conceived the study. J.T., S.O., and Yasuhiro Yamada wrote the paper. J.T. performed the experiments. J.T., S.O., T.Y., and F.N. performed RNA-seq analysis. Yosuke Yamada supported histological analyses. M.O. provided technical instructions.

## Declaration of interests

The authors declare no competing interests.

# Supplementary material for: A versatile in vivo platform for reversible control of transgene expression in adult tissues
**Source:** Stem Cell Reports. 2024 Dec 5;20(1):102373. doi: 10.1016/j.stemcr.2024.11.003
**Supplement:** Document S1. Figures S1–S6, Tables S1–S3, and supplemental experimental procedures

**Stem Cell Reports, Volume 20**

## **Supplemental Information**

### **A versatile *in vivo* platform for reversible control of transgene expression in adult tissues**

**Jumpei Taguchi, Yosuke Yamada, Sho Ohta, Fumie Nakasuka, Takuya Yamamoto, Manabu Ozawa, and Yasuhiro Yamada**

**A versatile *in vivo* platform for reversible control of transgene expression in adult tissues**  
Taguchi et al.

#### **Inventory of Supplementary Information**

Supplemental Figures and Legends (Figure S1-S6)

Supplemental Tables (Table S1-S3)

Supplemental Experimental Procedures

References

A

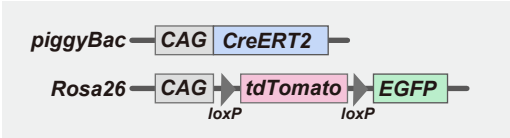

B

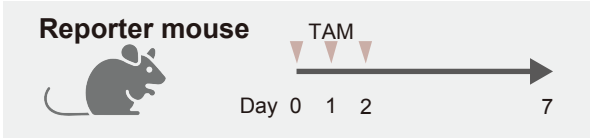

C

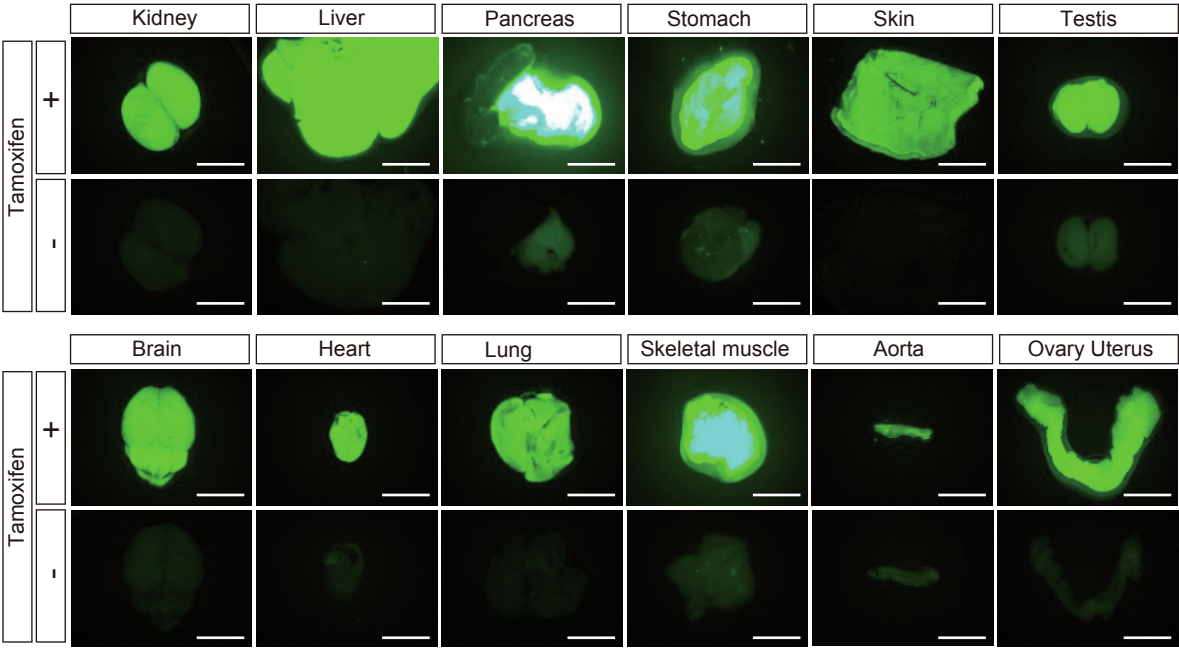

D

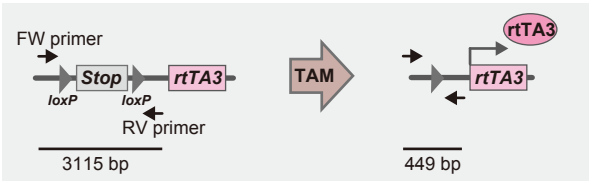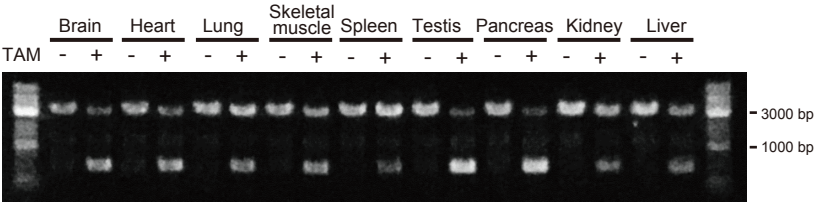

E

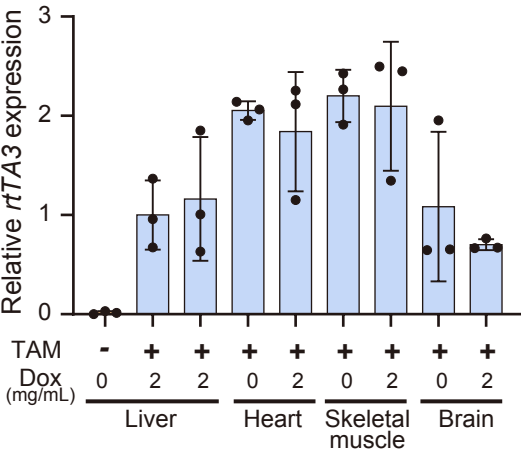

F

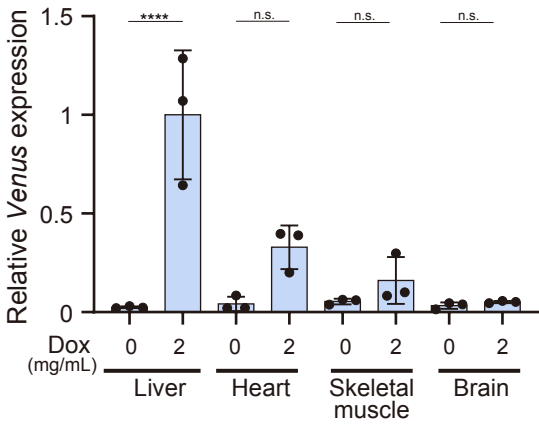

G

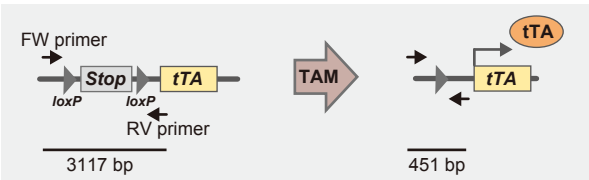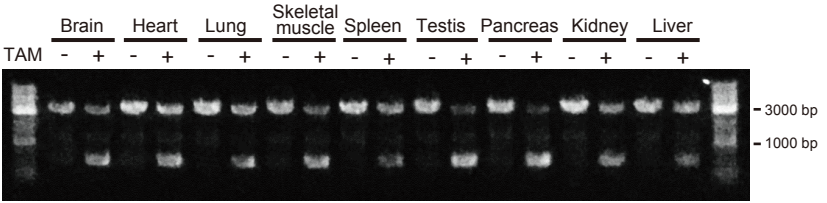

A

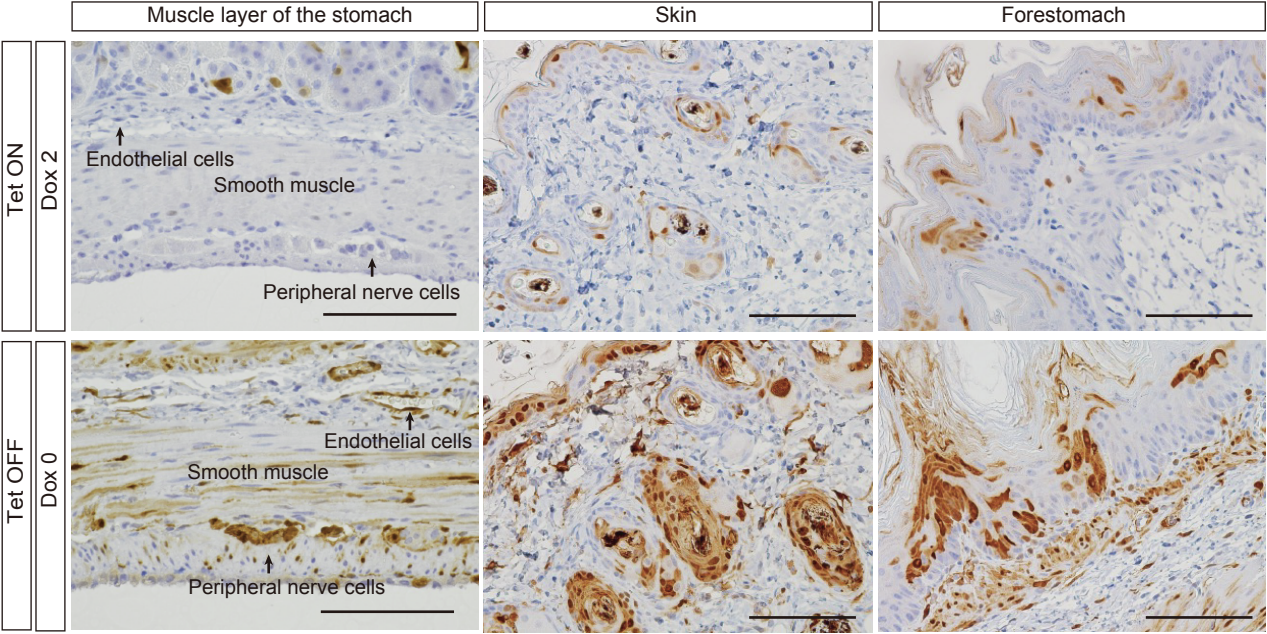

B

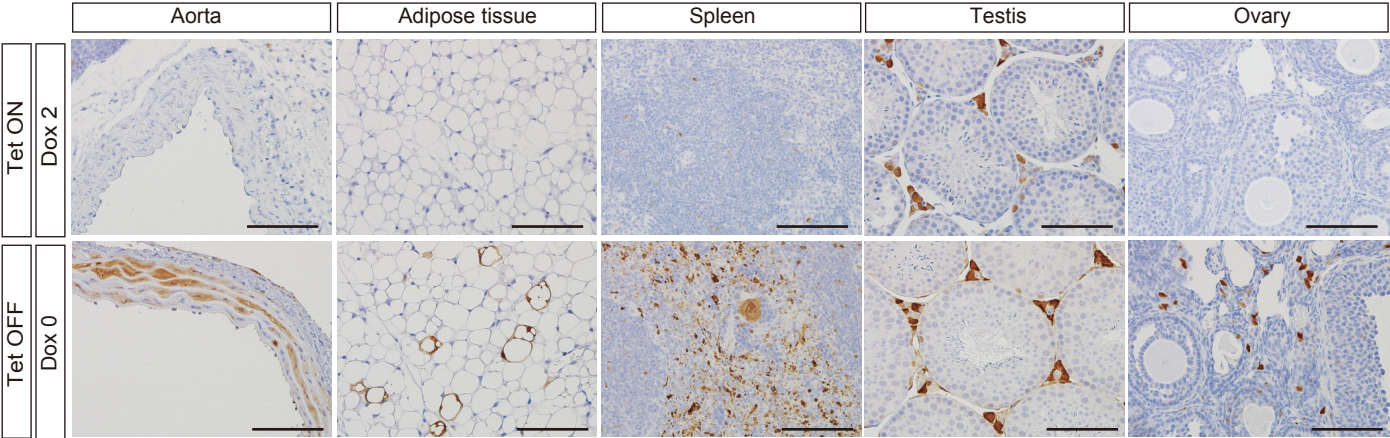

A

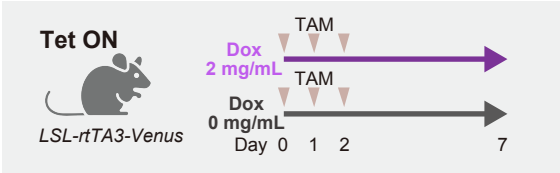

B

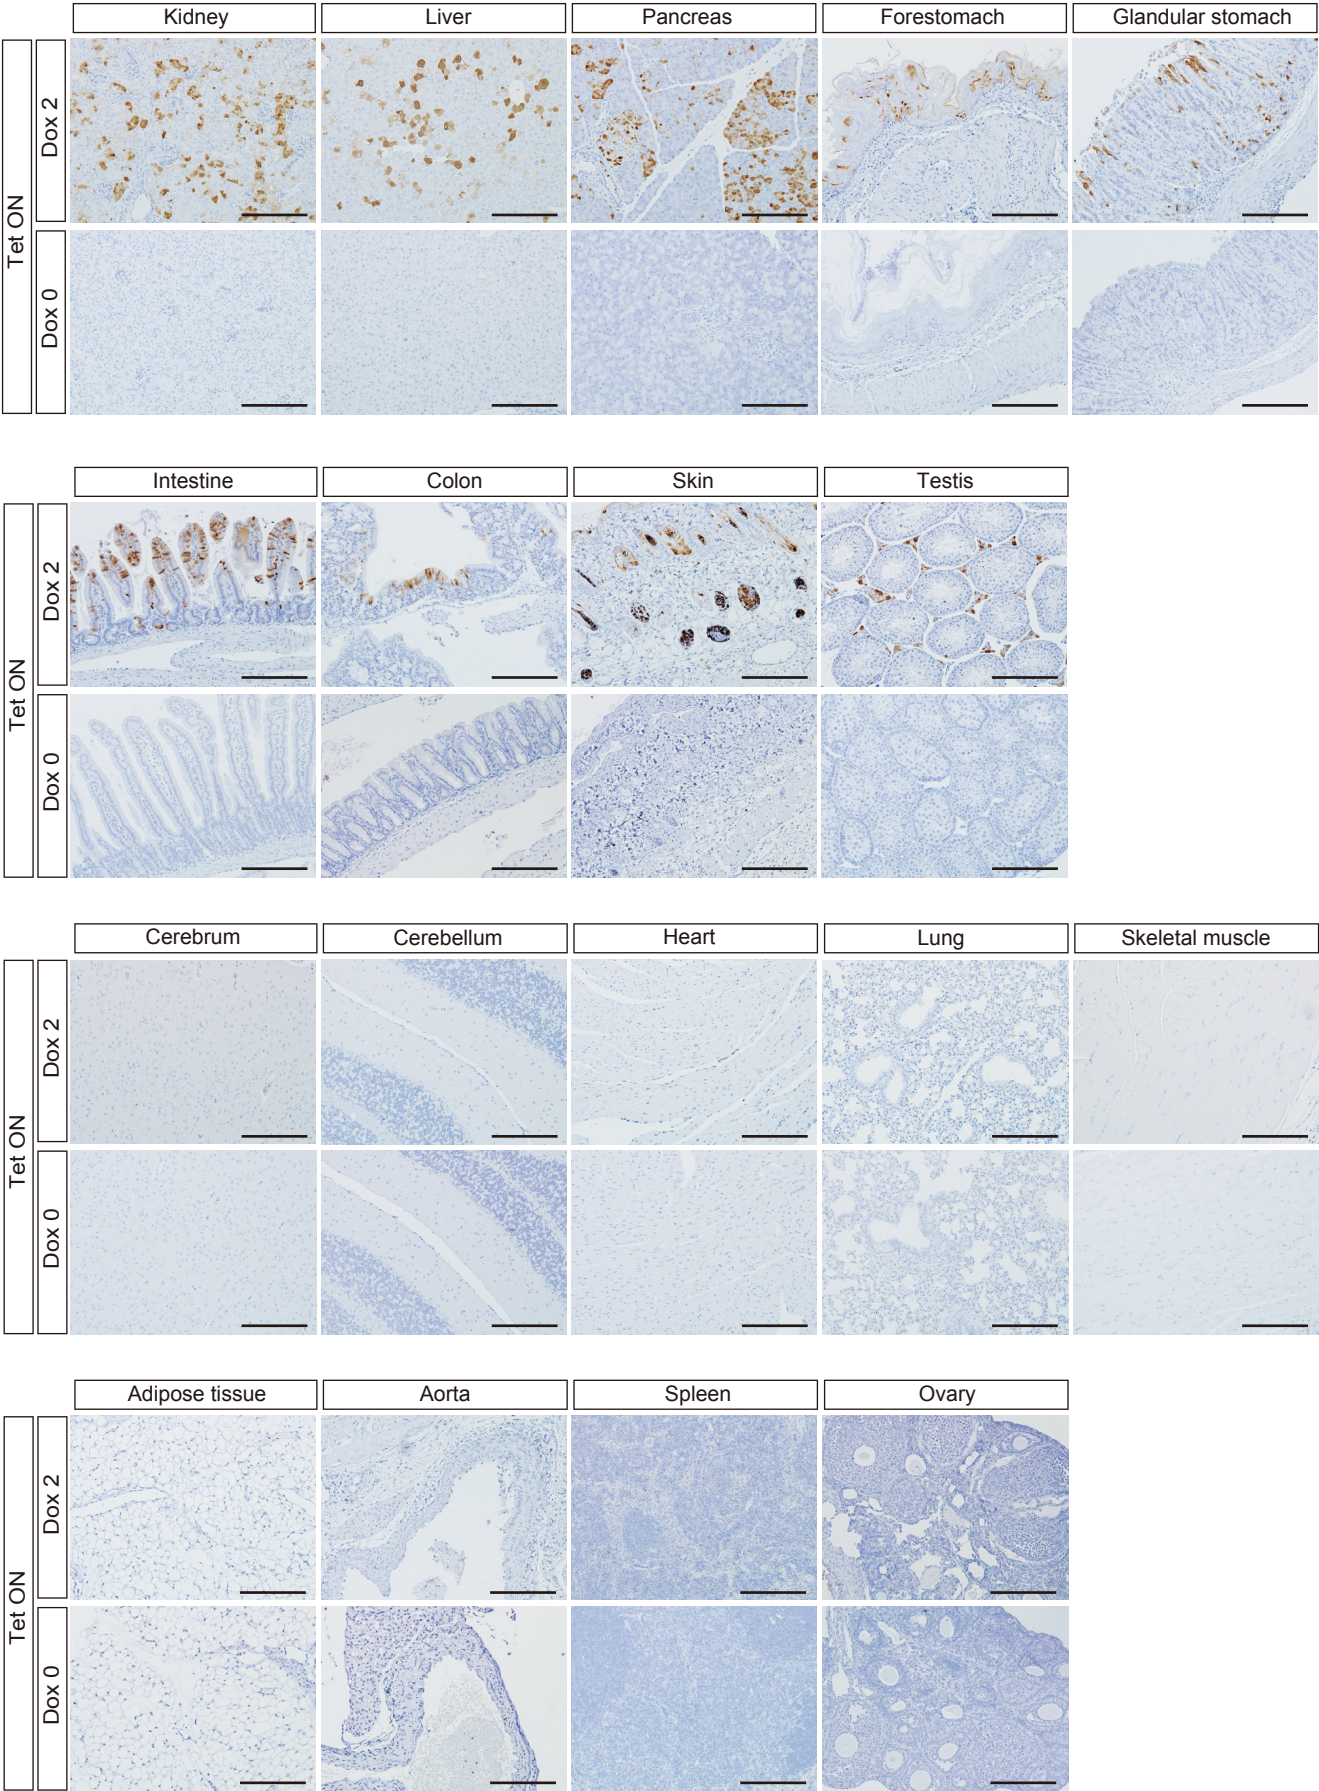

**Figure S4**

**A**

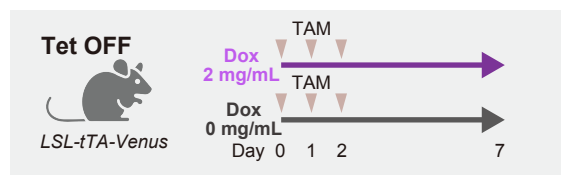

**B**

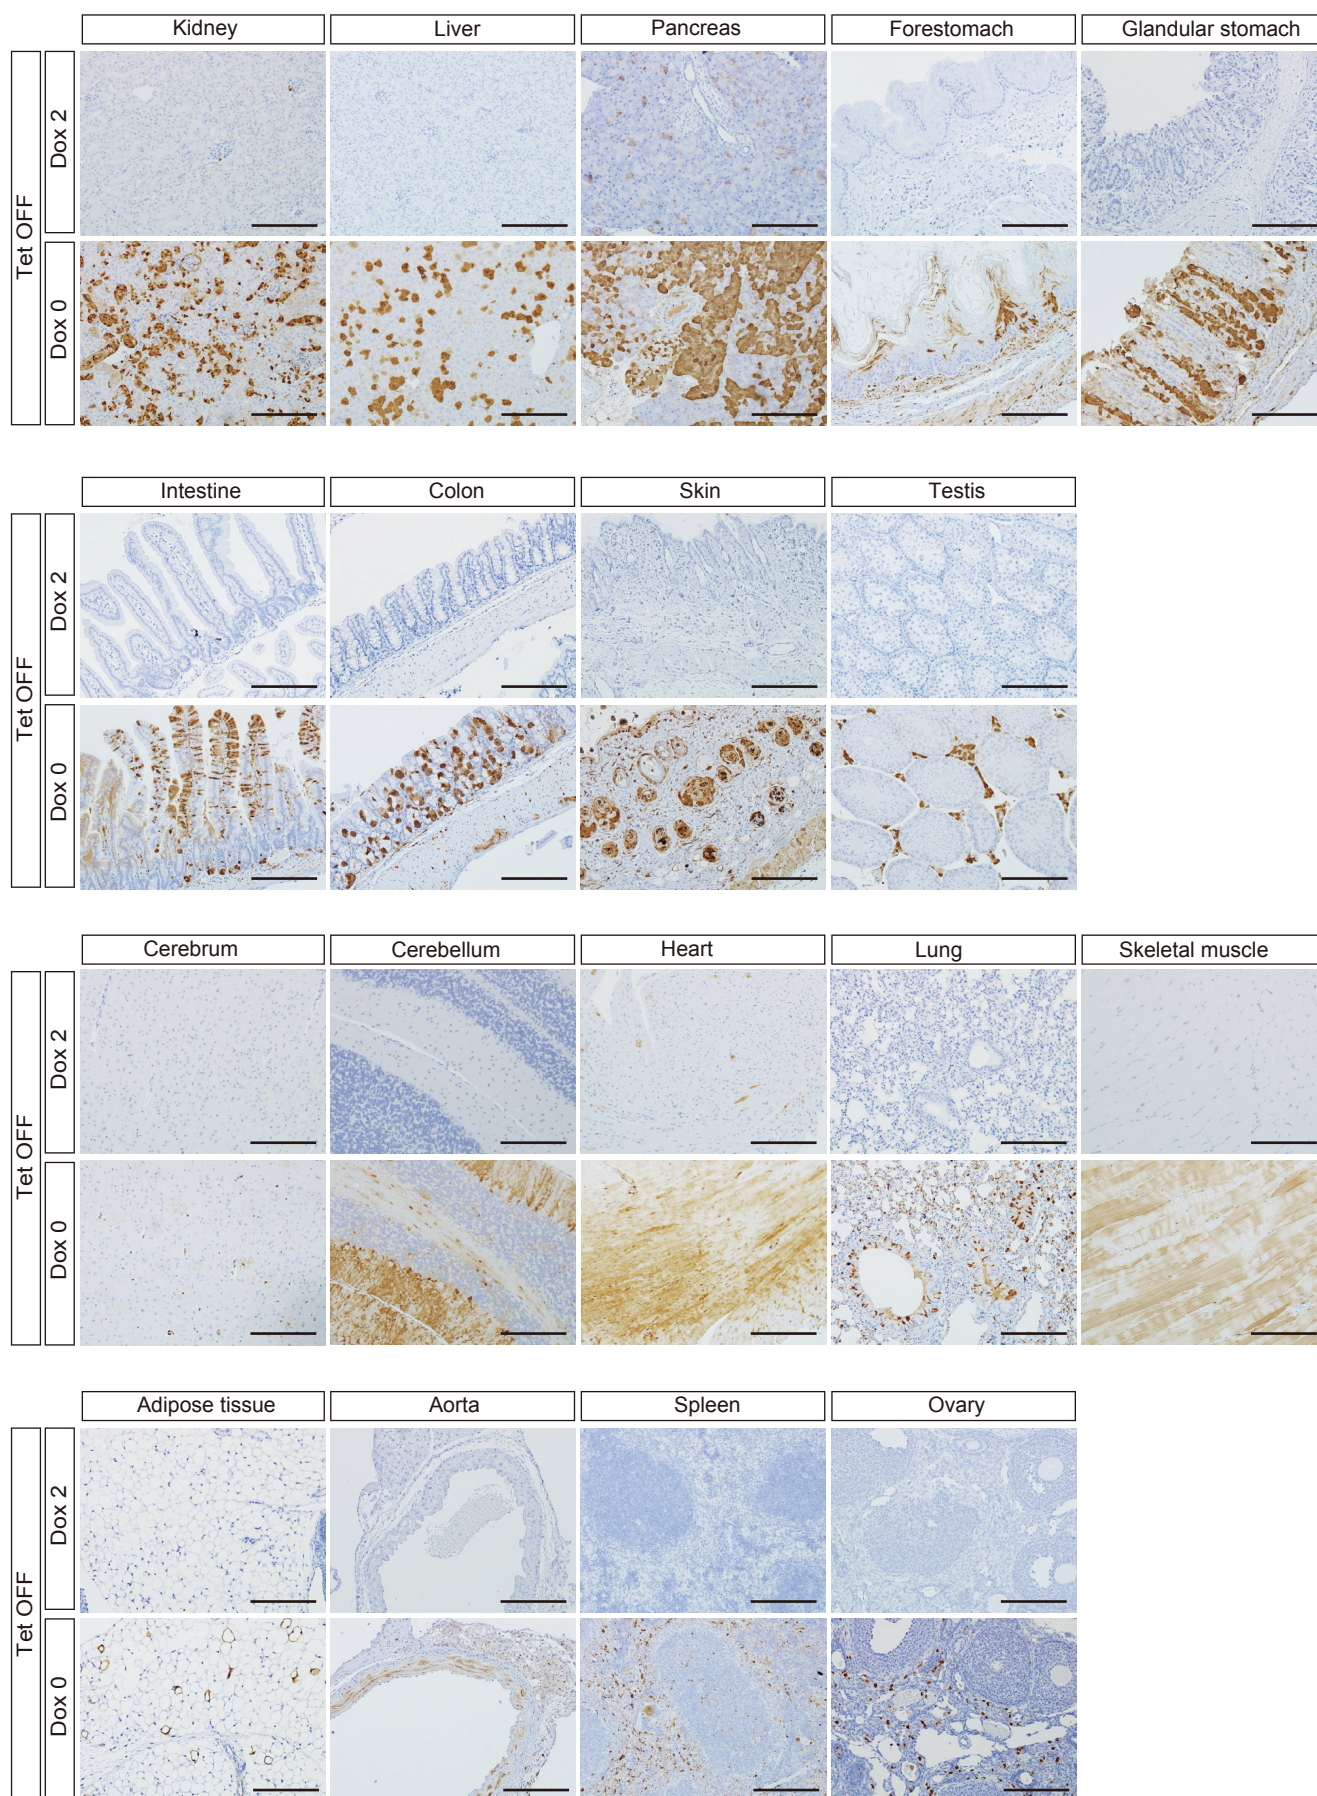

**A**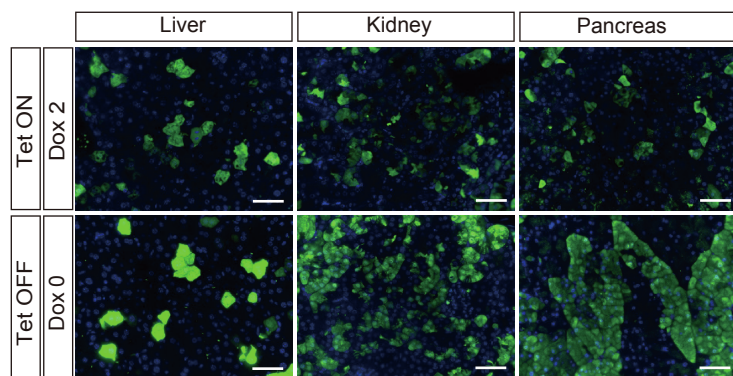**B**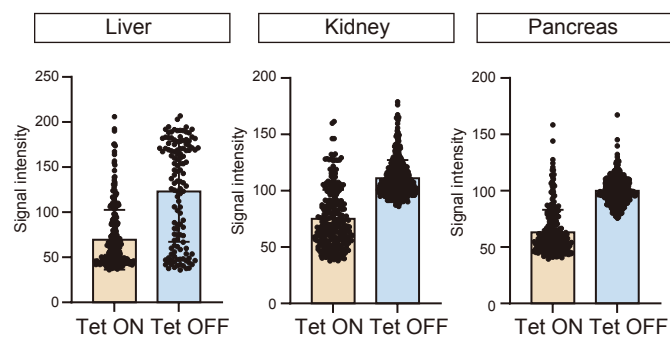**C**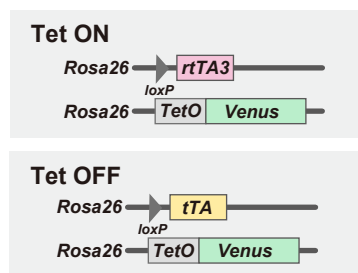**D**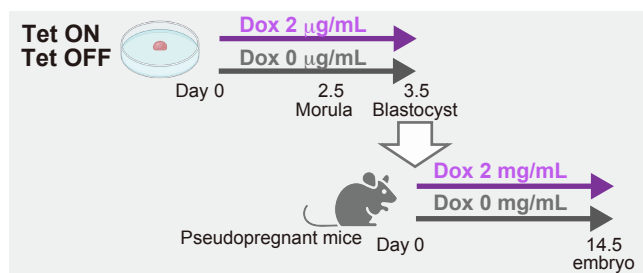**E**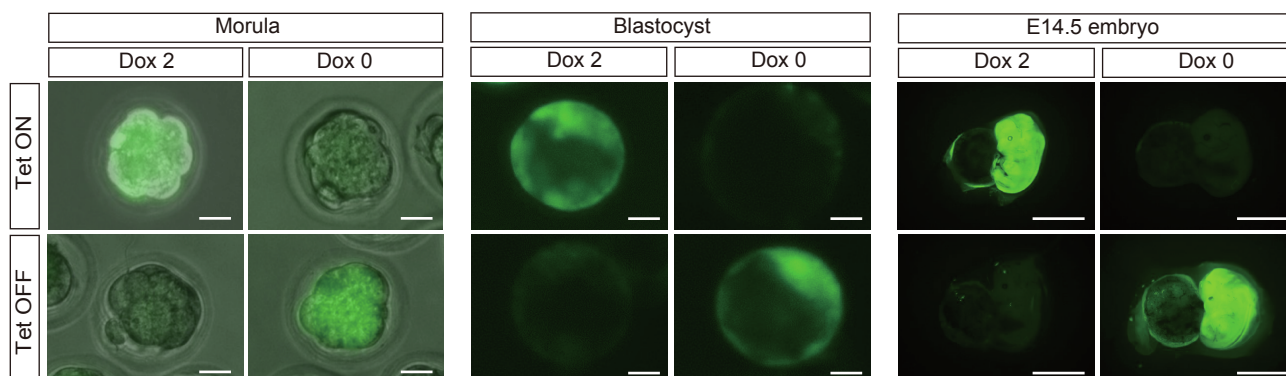**F**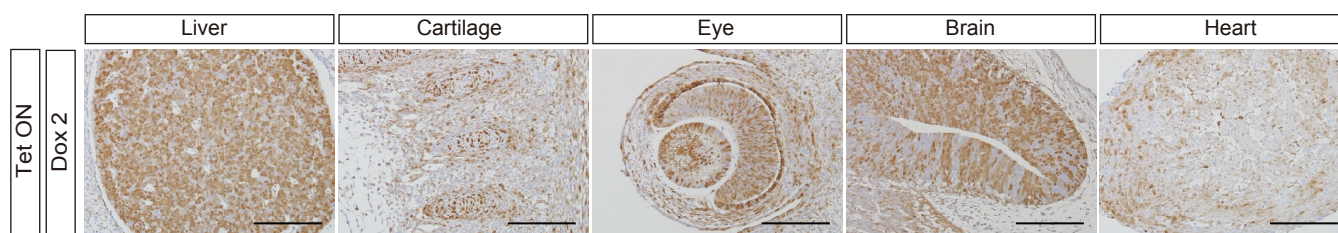**G**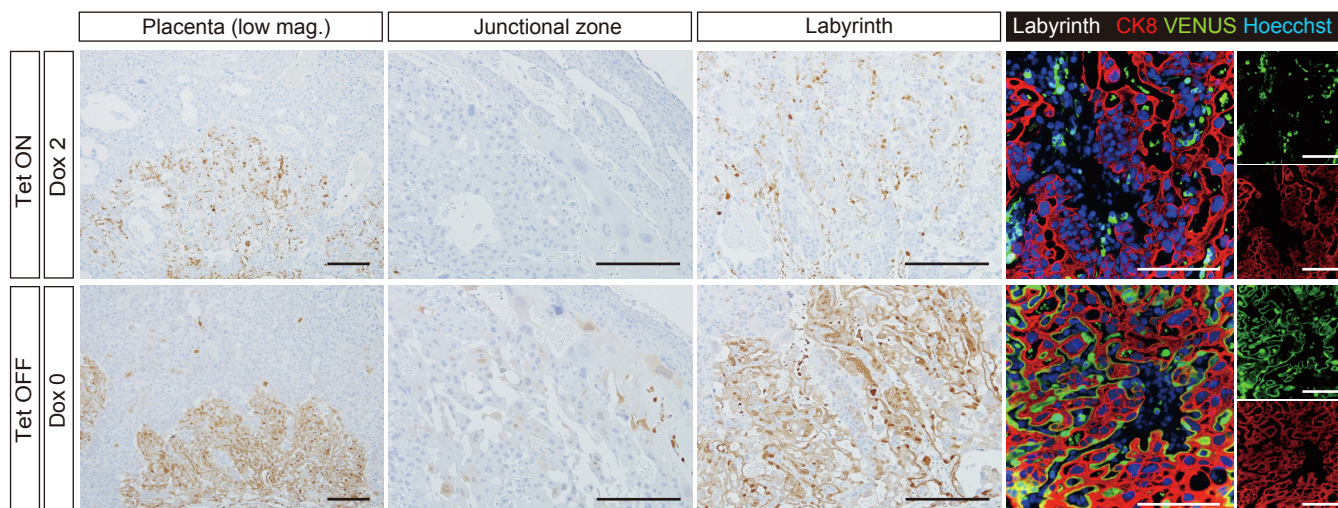

Figure S6

A

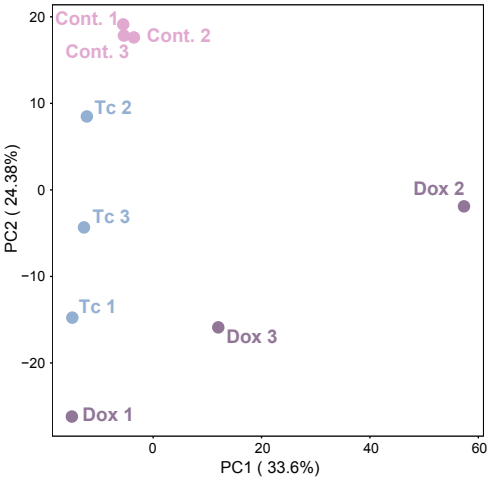

B

| Cluster | GO accession | GO                                                              | p-value  |
|---------|--------------|-----------------------------------------------------------------|----------|
| 1       | GO:0006953   | acute-phase response                                            | 2.67E-11 |
|         | GO:0002526   | acute inflammatory response                                     | 1.90E-07 |
|         | GO:0007051   | spindle organization                                            | 2.60E-07 |
|         | GO:0051988   | regulation of attachment of spindle microtubules to kinetochore | 3.04E-07 |
|         | GO:1902850   | microtubule cytoskeleton organization involved in mitosis       | 3.86E-07 |
|         | GO:0007052   | mitotic spindle organization                                    | 5.78E-07 |
| 2       | GO:0006909   | phagocytosis                                                    | 6.03E-13 |
|         | GO:0032943   | mononuclear cell proliferation                                  | 7.05E-13 |
|         | GO:0070661   | leukocyte proliferation                                         | 1.08E-12 |
|         | GO:0007159   | leukocyte cell-cell adhesion                                    | 4.59E-12 |
|         | GO:0042098   | T cell proliferation                                            | 8.44E-11 |
|         | GO:0046651   | lymphocyte proliferation                                        | 9.32E-11 |
| 3       | GO:0007159   | leukocyte cell-cell adhesion                                    | 2.56E-13 |
|         | GO:0046651   | lymphocyte proliferation                                        | 1.03E-11 |
|         | GO:0032943   | mononuclear cell proliferation                                  | 1.57E-11 |
|         | GO:0050900   | leukocyte migration                                             | 1.71E-11 |
|         | GO:0070661   | leukocyte proliferation                                         | 1.71E-11 |
|         | GO:0070663   | regulation of leukocyte proliferation                           | 5.76E-11 |
| 4       | GO:0006631   | fatty acid metabolic process                                    | 2.02E-08 |
|         | GO:0006641   | triglyceride metabolic process                                  | 1.51E-07 |
|         | GO:0006639   | acylglycerol metabolic process                                  | 1.25E-06 |
|         | GO:0006638   | neutral lipid metabolic process                                 | 1.39E-06 |
|         | GO:0042178   | xenobiotic catabolic process                                    | 1.41E-06 |
|         | GO:1904478   | regulation of intestinal absorption                             | 2.97E-06 |
| 5       | GO:0071496   | cellular response to external stimulus                          | 1.04E-10 |
|         | GO:0031668   | cellular response to extracellular stimulus                     | 4.94E-10 |
|         | GO:0031669   | cellular response to nutrient levels                            | 2.64E-09 |
|         | GO:0009267   | cellular response to starvation                                 | 6.86E-09 |
|         | GO:0042594   | response to starvation                                          | 3.06E-08 |
|         | GO:0009991   | response to extracellular stimulus                              | 3.22E-08 |

C

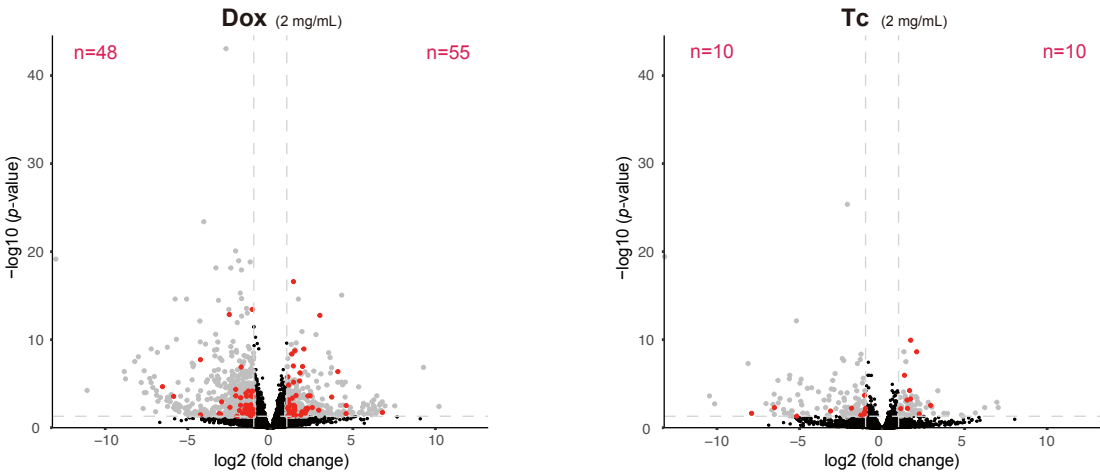

D

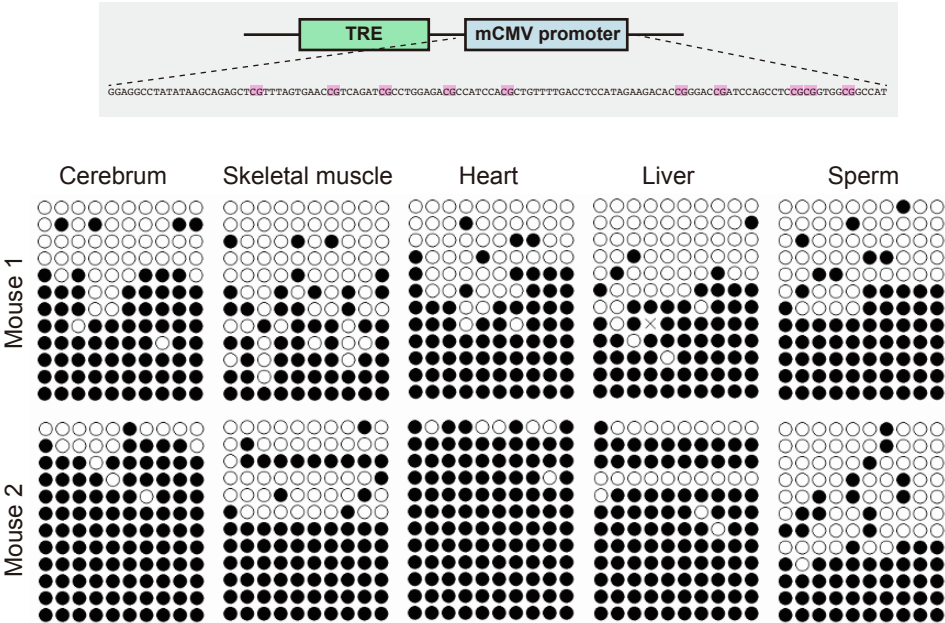

## Supplemental Figure Legends

Figure S1, related to Figure 1: Cre/*loxP* recombination in PB *CAG-CreERT2* and Tet-ON/OFF mice

- (A) Schematic illustration of reporter alleles to visualize Cre/*loxP* recombination.
- (B) A protocol for tamoxifen administration to PB *CAG-CreERT2* reporter mice.
- (C) Representative macroscopic fluorescent images of organs of PB *CAG-CreERT2* reporter mice after tamoxifen treatment. Scale bars: 5 mm.
- (D) The left panel depicts a schematic illustration of Cre/*loxP* recombination for *rtTA3* expression in Tet-ON mice. Cre/*loxP* recombination is detectable in organs of Tet-ON mice after tamoxifen treatment.
- (E) qPCR analysis of *rtTA3* expression in organs of Tet-ON mice. Data are presented as means  $\pm$  SD of biological triplicates. Expression levels relative to those in tamoxifen-treated Tet-ON mice not administered Dox are shown.
- (F) qPCR analysis of *Venus* expression in organs of Tet-ON mice. Data are presented as means  $\pm$  SD of biological triplicates. Expression levels relative to those in Dox-treated Tet-ON livers are shown. \*\*\*\* $p < 0.0001$ , one-way ANOVA and Tukey's multiple-comparison test.
- (G) The left panel depicts a schematic illustration of Cre/*loxP* recombination for *tTA* expression in Tet-OFF mice. Cre/*loxP* recombination is detectable in organs of Tet-OFF mice after tamoxifen treatment.

Figure S2, related to Figures 1 and 2: Microscopic analysis of VENUS expression in Tet-ON/OFF mice

- (A) Representative histological images of VENUS immunostaining. VENUS expression is detectable in mesenchymal cells in the dermis, smooth muscle cells, endothelial cells, and peripheral nerve cells exclusively in Tet-OFF mice. Scale bars: 100  $\mu$ m (muscle layer), 200  $\mu$ m (skin and forestomach)
- (B) Representative histological images of VENUS immunostaining. VENUS expression is detected in a broader range of cell types in Tet-OFF mice. Scale bars: 200  $\mu$ m.

Figure S3, related to Figures 1-3: Microscopic analysis of VENUS expression in Tet-ON mice

- (A) A protocol for *in vivo* induction of *Venus* expression in Tet-ON mice.
- (B) Representative histological images of VENUS immunostaining. VENUS expression is mainly

observed in epithelial cells after Dox treatment and is not detected in mice without Dox administration. Scale bars: 100  $\mu$ m.

Figure S4, related to Figures 1-3: Microscopic analysis of VENUS expression in Tet-OFF mice

- (A) A protocol for *in vivo* induction of *Venus* expression in Tet-OFF mice.
- (B) Representative histological images of VENUS immunostaining. VENUS expression is observed in a wide variety of cell types and is not detected in mice treated with Dox. Scale bars: 100  $\mu$ m.

Figure S5, related to Figures 2 and 3: VENUS expression in Tet-ON/OFF adult mice and embryos

- (A) Representative fluorescent images of VENUS immunofluorescence staining. The macroscopic images were obtained with the same exposure time. Scale bars: 100  $\mu$ m.
- (B) Fluorescence intensities of VENUS immunofluorescence staining in organs of Tet-ON/OFF mice. Fluorescence intensities were quantified using NIH ImageJ software.
- (C) Schematic illustration of the *Venus* induction system in Tet-ON/OFF concepti.
- (D) A protocol for *in vivo* induction of *Venus* expression in Tet-ON/OFF concepti.
- (E) Representative fluorescent images of VENUS expression in Tet-ON/OFF concepti at various developmental stages. Scale bars: 25  $\mu$ m (morula and blastocyst), 5 mm (E14.5 embryo).
- (F) Representative histological images of VENUS immunostaining in Tet-ON E14.5 embryos. Scale bars: 200  $\mu$ m.
- (G) Representative VENUS immunostaining images of placental tissues at E14.5. Scale bars: 200  $\mu$ m (immunostaining), 100  $\mu$ m (immunofluorescence staining).

Figure S6, related to Figure 6 and Discussion: Transcriptional perturbation caused by Dox and Tc administration and DNA methylation status at the mCMV promoter in various organs of Tet-ON mice

- (A) Principal component analysis of the gene expression profile of the liver. Four-week-old male mice were treated with Dox or Tc in drinking water (2 mg/mL) for 7 days. The data represent the mean values of 3 independent samples.
- (B) Gene ontology terms associated with each cluster in Figure 6B.
- (C) Volcano plots of RNA-seq data showing the transcriptional response to Dox or Tc administration. The data represent the mean values of 3 independent samples. Mitochondrial component genes (GO: 0005739) among differentially expressed genes (fold change>2, FDR<0.05) are labeled in red.

(D) Bisulfite sequencing analyses were conducted to determine DNA methylation status at the individual CpG sites of the mCMV promoter. White and black circles indicate non-methylated and methylated cytosine at CpG sites, respectively.

## Supplemental Experimental Procedures

### Vectors

#### ***piggyBac (PB) CAG-CreERT2***

To prepare the insert, *CreERT2* with 15 bp extensions complementary to the backbone ends (2043 bp) was cloned using KOD-FX-Neo (TOYOBO). The backbone (7542 bp) was obtained using KOD-FX-Neo with a PB transposon vector carrying *CAG-EGFP-ires-NeoR* as a template. The insert and backbone of the PB vector were combined using an In-Fusion HD Cloning Kit (TaKaRa).

#### ***Rosa26-LSL-rtTA3/tTA targeting vector***

*rtTA3* or *tTA* with the Kozak sequence (753 bp) was cloned using KOD-FX-Neo. These fragments were inserted into the pCR8-GW-TOPO vector (Thermo Fisher Scientific) and transferred into the p*Rosa26*-DEST vector (Addgene #21189) using Gateway LR Clonase II enzyme mix (Thermo Fisher Scientific), which was used as a targeting vector.

#### ***Rosa26-tetO-Venus-ires-mCherry targeting vector***

*Venus* with the Kozak sequence (726 bp) was cloned using KOD-FX-Neo. This fragment was inserted into the pCR8-GW-TOPO vector and transferred into the p*Rosa26-tetO-attR1-ccdB-attR2-ires-mCherry* vector using Gateway LR Clonase II enzyme mix, which was used as a targeting vector.

### Cell culture

Embryonic stem cells (ESCs) were cultured in ESC medium, which was composed of Knockout DMEM (Gibco), 100× GlutaMAX-I (Gibco), 100× MEM non-essential amino acids (Gibco), 100 U/mL penicillin (Wako), 100 µg/mL streptomycin (Wako), 15% fetal bovine serum (Gibco), 0.1 mM mercaptoethanol (Nacalai Tesque), 1000 U/mL human leukemia inhibitory factor (Wako), 0.2 µM PD0325901 (Stemgent), and 3 µM CHIR99021 (Stemgent), on MEFs irradiated with X-rays. MEFs were cultured in MEF medium, which was composed of DMEM (Nacalai Tesque) containing 100× GlutaMAX-I, 100× MEM non-essential amino acids, 100 U/mL penicillin, 100 µg/mL streptomycin, 10% fetal bovine serum, and 0.1 mM mercaptoethanol.

### Establishment of MEFs

Embryos were harvested at E14.5 and minced with razors. MEFs were cultured in MEF medium. To

induce transgene expression in MEFs, MEFs (passage 3–4) were seeded at a density of  $1.5 \times 10^5$  cells/6-cm dish. The next day, Dox or Tc was added at the indicated concentration (Day 0). All cells were passaged into a 10-cm dish on Day 4 and analyses were conducted on Day 7.

### **Generation of chimeric mice**

Eight-week-old ICR female mice (Japan SLC) were intraperitoneally injected with 7.5 U of serotropin (ASKA Animal Health). Forty-eight hours later, mice were injected with 7.5 U of gonadotropin (ASKA Pharmaceutical) and then mated with ICR male mice (Japan SLC). Two-cell fertilized eggs were collected and maintained in CARD-KSOM medium (Kyudo) to obtain blastocysts. After injection of 6–10 ESCs, blastocysts (22–26 blastocysts/mouse) were transplanted into the uteri of pseudopregnant ICR female mice (Japan SLC).

### **Quantification for immunofluorescence analysis**

To quantify signal intensities in VENUS-positive cells, immunostained sections were randomly photographed. Three images of each tissue were processed with ImageJ software (NIH) to evaluate the region of interest. The threshold value was adjusted to 35–255 after creating green images using Split Channels. Cells within the Size 300-Infinity range were used for measurement using Analyze Particles. The brightness of each VENUS-positive cell in the image was calculated and shown as signal intensity in a dot plot.

### **RNA preparation**

Freshly collected tissues were frozen in liquid nitrogen and ground into powder using a mortar. Total RNA was isolated from livers, hearts, and skeletal muscles using an RNeasy Fibrous Tissue Mini Kit (QIAGEN) and from cerebrums using an RNeasy Lipid Tissue Mini Kit (QIAGEN). RNA was quantified on a NanoDrop 2000 instrument.

### **cDNA synthesis and qPCR analysis**

Five hundred nanograms of RNA was reverse-transcribed into cDNA using a PrimeScript RT Reagent Kit (TaKaRa). Quantitative real-time PCR analysis was performed using GoTaq qPCR Master Mix and CXR Reference Dye (Promega) on a StepOnePlus Real-Time PCR system (Applied Biosystems). The primers used are shown in Table S3. Transcript levels were normalized against that of *Actb*. Experiments were performed in biological triplicates.

### **Library preparation for RNA-seq**

High-quality total RNA was isolated using NucleoSpin RNA Plus (Takara Bio). RNA-seq libraries were generated using a NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (NEB), and the number of PCR cycles was minimized to avoid skewing the representation of the libraries. RNA-seq libraries were subjected to single-end sequencing (86 bp) with NextSeq500 (Illumina).

### **RNA-seq data analyses**

Sequenced reads were trimmed to remove low-quality bases and adaptor sequences using cutadapt-4.6 (Martin, 2011). Trimmed reads were mapped to the mouse reference genome (mm10) using STAR v2.7.11ac with GENCODE vM23 (mouse) (Frankish et al., 2019). Uniquely mapped reads were summarized at the gene level using HTSeq-count v2.0.5 (Anders et al., 2015), and the expression level of each gene and differentially expressed genes were determined using DESeq2 v1.42.0 (Love et al., 2014). The Heatmap was generated based on the z-scaled mean values of normalized counts from the three biological replicates using the ComplexHeatmap v2.14.0. Clustering in the heatmap was performed using partitioning around medoids (PAM) algorithm across the genes whose expression was altered in the Dox or Tc treated mice compared to the control. A Gene Ontology (GO) enrichment analysis was performed for each cluster in the heatmap using the enrichGO function in the clusterProfiler package v4.6.2.

### **Bisulfite sequencing**

Four-hundred nanograms of DNA was bisulfite-treated using EZ DNA Methylation-Gold Kit (ZYMO RESEARCH). PCR was performed with GO Taq Green Master Mix (Promega) with primers listed in Table S3. PCR products were cloned into the pCR4-TOPO vector (Invitrogen). After transformation into DH5 $\alpha$ , colony PCR was performed using GO Taq Green Master Mix. After cleanup of PCR products by Exonuclease I (New England Biolabs) and Alkaline Phosphatase (Shrimp) (TaKaRa), PCR products were sequenced with M13 reverse primer. Sequencing results were evaluated using the QUMA software (RIKEN).

### **References**

- Anders, S., Pyl, P.T., and Huber, W. (2015). HTSeq--a Python framework to work with high-throughput sequencing data. *Bioinformatics* 31, 166-169. 10.1093/bioinformatics/btu638.
- Frankish, A., Diekhans, M., Ferreira, A.M., Johnson, R., Jungreis, I., Loveland, J., Mudge, J.M.,

- Sisu, C., Wright, J., Armstrong, J., et al. (2019). GENCODE reference annotation for the human and mouse genomes. *Nucleic Acids Res.* *47*, D766-D773. 10.1093/nar/gky955.
- Love, M.I., Huber, W., and Anders, S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* *15*, 550. 10.1186/s13059-014-0550-8.
- Martin, M. (2011). Cutadapt removes adapter sequences from high-throughput sequencing reads. 2011 *17*, 3. 10.14806/ej.17.1.200.

Table S1, related to Figure 4. In vivo studies using the Tet system (selected by keywords "Tet-ON or OFF" and "In vivo" on Pubmed)

| System  | Year | Author                | Title                                                                                                                                                   | Journal                | Dox conc.   | Expression                          |
|---------|------|-----------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------|------------------------|-------------|-------------------------------------|
| Tet-ON  | 2023 | Yoshioka H et al.,    | Developmental impairments of craniofacial bone and cartilage in transgenic mice expressing FGF10                                                        | Bone Rep.              | 2mg/mL      | Systemic (CMV-rtTA)                 |
| Tet-ON  | 2023 | Gödecke N et al.,     | A Ubiquitous Chromatin Opening Element and DNA Demethylation Facilitate Doxycycline-Controlled Expression during Differentiation and in Transgenic Mice | ACS Synth Biol.        | 2mg/mL      | Systemic (Rosa26-rtTA)              |
| Tet-ON  | 2020 | Koopmans T et al.,    | Smooth-muscle-derived WNT5A augments allergen-induced airway remodelling and Th2 type inflammation                                                      | Sci Rep.               | 2mg/mL      | Smooth muscle cell (SM22-rtTA)      |
| Tet-ON  | 2019 | Das B and Senapati S. | Functional and mechanistic studies reveal MAGEA3 as a pro-survival factor in pancreatic cancer cells                                                    | J Exp Clin Cancer Res. | 0.05mg/mL   | Subcutaneous tumor                  |
| Tet-ON  | 2019 | Huang L et al.,       | Time-restricted release of multiple neurotrophic factors promotes axonal regeneration and functional recovery after peripheral nerve injury             | FASEB J.               | 0.005mg/mL  | Grafted Schwann cells               |
| Tet-ON  | 2018 | Alsaicedi A et al.,   | Safety and efficacy of Tet-regulated IL-12 expression in cancer-specific T cells                                                                        | Oncoimmuno logy        | 2mg/mL      | Injected T cell                     |
| Tet-ON  | 2018 | Chen K et al.,        | Methylation-associated silencing of <i>miR-193a-3p</i> promotes ovarian cancer aggressiveness by targeting GRB7 and MAPK/ERK pathways                   | Theranostics           | 2mg/mL      | Subcutaneous tumor                  |
| Tet-ON  | 2017 | Wang Y et al.,        | Reprogramming Factors Remodel Melanoma Cell Phenotype by Changing Stat3 Expression                                                                      | Int J Med Sci.         | 5mg/mL      | Subcutaneous tumor                  |
| Tet-ON  | 2017 | Hubner EK et al.,     | An <i>in vivo</i> transfection system for inducible gene expression and gene silencing in murine hepatocytes                                            | J Gene Med.            | 1mg/mL      | Transfected hepatocytes             |
| Tet-ON  | 2016 | He X et al.,          | <i>In Vivo</i> magnetic resonance imaging of xenografted tumors using FTH1 reporter gene expression controlled by a tet-on switch                       | Oncotarget.            | 1 or 2mg/mL | Subcutaneous tumor                  |
| Tet-OFF | 2021 | Jouvet N et al.,      | The Tetracycline-Controlled Transactivator (Tet-On/Off) System in $\beta$ -Cells Reduces Insulin Expression and Secretion in Mice                       | Diabetes               | 1mg/mL      | $\beta$ cell (MIP-tTA)              |
| Tet-OFF | 2019 | Hoesl C et al.,       | The transmembrane protein LRIG2 increases tumor progression in skin carcinogenesis                                                                      | Mol Oncol.             | 3mg/mL      | Skin (Krt5-tTA)                     |
| Tet-OFF | 2019 | Guo Y et al.,         | Inducible cardiac-specific overexpression of cyclooxygenase-2 (COX-2) confers resistance to ischemia/reperfusion injury                                 | Basic Res Cardiol.     | 2mg/mL      | Cardiomyocyte ( $\alpha$ -MyHC-tTA) |
| Tet-OFF | 2018 | Wondimu EB et         | Elf3 Contributes to Cartilage Degradation in vivo in a Surgical Model of Post-                                                                          | Sci Rep.               | 1mg/mL      | Cartilage (Comp-                    |

|         |      |                          |                                                                                                                                                    |                     |          |                                |
|---------|------|--------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------|---------------------|----------|--------------------------------|
|         |      | al.,                     | Traumatic Osteoarthritis                                                                                                                           |                     |          | tTA)                           |
| Tet-OFF | 2018 | Kong B et al.,           | Fibroblast Growth Factor 15–Dependent and Bile Acid–Independent Promotion of Liver Regeneration in Mice                                            | Hepatology          | 2mg/mL   | Liver, Intestine (Fabp-tTA)    |
| Tet-OFF | 2018 | Joshi SS et al.,         | Characterization of a new, inducible transgenic mouse model with GFP expression in melanocytes and their precursors                                | Gene Expr Patterns. | 2mg/mL   | Melanocyte stem cell (Dct-tTA) |
| Tet-OFF | 2016 | Santacatterina F et al., | Down-regulation of oxidative phosphorylation in the liver by expression of the ATPase inhibitory factor 1 induces a tumor-promoter metabolic state | Oncotarget          | 2mg/mL   | Liver (Lap-tTA)                |
| Tet-OFF | 2015 | Shuen WH et al.,         | Novel lentiviral-inducible transgene expression systems and versatile single-plasmid reporters for in vitro and in vivo cancer biology studies     | Cancer Gene Ther.   | 0.2mg/mL | Subcutaneous tumor             |
| Tet-OFF | 2012 | Orlando UD et al.,       | The functional interaction between Acyl-CoA synthetase 4, 5-lipoxygenase and cyclooxygenase-2 controls tumor growth: a novel therapeutic target    | PLoS One            | 2mg/mL   | Subcutaneous tumor             |
| Tet-OFF | 2012 | Yoshida M et al.,        | Nuclear translocation of pro-amphiregulin induces chemoresistance in gastric cancer                                                                | Cancer Sci.         | 1mg/mL   | Subcutaneous tumor             |

Table S2, related to Figure 4. In vivo reprogramming studies using the Tet system

| System | Year | Author                       | Title                                                                                                                    | Journal           | Dox conc.     | Expression                             |
|--------|------|------------------------------|--------------------------------------------------------------------------------------------------------------------------|-------------------|---------------|----------------------------------------|
| Tet-ON | 2013 | Abad M et al.,               | Reprogramming <i>in vivo</i> produces teratomas and iPS cells with totipotency features                                  | Nature            | 0.2 or 1mg/mL | Systemic                               |
| Tet-ON | 2014 | Ohnishi K et al.,            | Premature Termination of Reprogramming In Vivo Leads to Cancer Development through Altered Epigenetic Regulation         | Cell              | 2mg/mL        | Systemic                               |
| Tet-ON | 2016 | Mosterio L et al.,           | Tissue damage and senescence provide critical signals for cellular reprogramming in vivo                                 | Science           | 0.2mg/mL      | Systemic                               |
| Tet-ON | 2016 | Ocampo A et al.,             | In Vivo Amelioration of Age-Associated Hallmarks by Partial Reprogramming                                                | Cell              | 1mg/mL        | Systemic                               |
| Tet-ON | 2018 | Shibata H et al.,            | In vivo reprogramming drives <i>Kras</i> -induced cancer development                                                     | Nat Commun.       | 2mg/mL        | Pancreas (Pdx1-ires-Cre)               |
| Tet-ON | 2018 | Doeser M et al.,             | Reduction of Fibrosis and Scar Formation by Partial Reprogramming In Vivo                                                | Stem Cells        | 2mg/mL        | Skin (Gauze pad)                       |
| Tet-ON | 2020 | Rodríguez-Matellán A et al., | In Vivo Reprogramming Ameliorates Aging Features in Dentate Gyrus Cells and Improves Memory in Mice                      | Stem Cell Reports | 2mg/mL        | Systemic                               |
| Tet-ON | 2020 | Lu Y et al.,                 | Reprogramming to recover youthful epigenetic information and restore vision                                              | Nature            | 2mg/mL        | Retina (AAV2-rtTA)                     |
| Tet-ON | 2021 | Wang C et al.,               | In vivo partial reprogramming of myofibers promotes muscle regeneration by remodeling the stem cell niche                | Nat Commun.       | 1mg/mL        | Myofiber (Acta1-Cre)                   |
| Tet-ON | 2021 | Chen Y et al.,               | Reversible reprogramming of cardiomyocytes to a fetal state drives heart regeneration in mice                            | Science           | 5mg/mL        | Cardiomyocyte (Xm1c2-Cre)              |
| Tet-ON | 2021 | Taguchi J et al.,            | DMRT1-mediated reprogramming drives development of cancer resembling human germ cell tumors with features of totipotency | Nat Commun.       | 2mg/mL        | Kidney (Pax8-Cre), Pancreas (Pdx1-Cre) |
| Tet-ON | 2022 | Chondronasious D et al.,     | Deciphering the roadmap of <i>in vivo</i> reprogramming toward pluripotency                                              | Stem Cell Reports | 1mg/mL        | Systemic                               |
| Tet-ON | 2022 | Browder KC et al.,           | In vivo partial reprogramming alters age-associated molecular changes during physiological aging in mice                 | Nat Aging         | 1mg/mL        | Systemic                               |
| Tet-ON | 2022 | Hishida T et al.,            | <i>In vivo</i> partial cellular reprogramming enhances liver plasticity and regeneration                                 | Cell Rep.         | 0.1mg/mL      | Liver (Alb-Cre)                        |

|         |      |                           |                                                                                                                                                                       |              |              |                                                       |
|---------|------|---------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------------|--------------|-------------------------------------------------------|
| Tet-ON  | 2022 | Alle Q et al.,            | A single short reprogramming early in life initiates and propagates an epigenetically related mechanism improving fitness and promoting an increased healthy lifespan | Aging Cell   | 0.2-0.5mg/mL | Systemic                                              |
| Tet-ON  | 2023 | Kim J et al.,             | Partial in vivo reprogramming enables injury-free intestinal regeneration via autonomous <i>Ptgs1</i> induction                                                       | Sci Adv.     | 0.15mg/mL    | Systemic                                              |
| Tet-ON  | 2023 | Parras A et al.,          | In vivo reprogramming leads to premature death linked to hepatic and intestinal failure                                                                               | Nat Aging    | 1mg/mL       | Systemic, Liver (Alb-Cre), Small intestine (Vil1-Cre) |
| Tet-ON  | 2024 | Xu L et al.,              | Restoration of neuronal progenitors by partial reprogramming in the aged neurogenic niche                                                                             | Nat Aging    | 1mg/mL       | Systemic                                              |
| Tet-OFF | 2020 | Lu Y et al.,              | Reprogramming to recover youthful epigenetic information and restore vision                                                                                           | Nature       | 2mg/mL       | Retina (AAV2-tTA)                                     |
| Tet-OFF | 2024 | Antón-Fernández A et al., | In vivo cyclic overexpression of Yamanaka factors restricted to neurons reverses age-associated phenotypes and enhances memory performance                            | Commun Biol. | 2mg/mL       | Neuron ( $\alpha$ -CaMKII-tTA)                        |

Table S3, related to Figures 3-5, S1, and S6. Primers used in this study

| Primer for qPCR | Sequence 5'→3'             |
|-----------------|----------------------------|
| Actb FW         | GCCAACCGTGAAAAGATGAC       |
| Actb RV         | TCCGGAGTCCATCACAATG        |
| rtTA FW         | ATGTCTAGACTGGACAAGAGCAAAGT |
| rtTA RV         | CTTGTTCTTCACGTGCCAGTACAGG  |
| Venus FW        | CTACCCCGACCACATGAAGCAG     |
| Venus RV        | GTCGCCCTCGAACTTCACCTC      |

  

| Primer for bisulfite-seq | Sequence 5'→3'                   |
|--------------------------|----------------------------------|
| mCMV bisulfite-seq FW    | GTGGGAGGTTTATATAAGTAGAGTT        |
| mCMV bisulfite-seq RV    | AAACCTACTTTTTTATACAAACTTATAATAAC |

# Supplementary material for: A versatile in vivo platform for reversible control of transgene expression in adult tissues
**Source:** Stem Cell Reports. 2024 Dec 5;20(1):102373. doi: 10.1016/j.stemcr.2024.11.003
**Supplement:** Document S2. Article plus supplemental information

## A versatile *in vivo* platform for reversible control of transgene expression in adult tissues

Jumpei Taguchi,<sup>1</sup> Yosuke Yamada,<sup>2</sup> Sho Ohta,<sup>2</sup> Fumie Nakasuka,<sup>2</sup> Takuya Yamamoto,<sup>3,4,5</sup> Manabu Ozawa,<sup>1</sup> and Yasuhiro Yamada<sup>2,6,\*</sup>

<https://doi.org/10.1016/j.stemcr.2024.11.003>

### SUMMARY

Temporal control of transgenes has advanced biomedical interventions, including *in vivo* reprogramming, often utilizing the doxycycline (Dox)-mediated Tet-ON system. Here, we developed the Dox-mediated Tet-ON or complementary Tet-OFF counterpart to thoroughly investigate spatial and temporal transgene regulation in adult tissues, revealing inherent limitations and unexpected capabilities of each system. In stark contrast with the Tet-ON system, which was effective only in particular tissues and cell types, primarily epithelial cells, the Tet-OFF system proved capable of gene induction across diverse cell types. Despite the drawback of the Tet-OFF system in inducibility and tunability identified in our study, we demonstrated that use of tetracycline (Tc) effectively addresses these issues, possibly through its pharmacologic properties. Our data suggest that the Tc-mediated Tet-OFF system not only enables more versatile control of transgene expression but also offers a more biocompatible alternative for *in vivo* applications such as tissue regeneration and organismal rejuvenation.

### INTRODUCTION

The Tet system was developed by Hermann Bujard and Manfred Gossen in 1992 based on the *Escherichia coli*-derived tetracycline (Tc) resistance operon to artificially control individual gene activities in mammalian cells (Gossen and Bujard, 1992; Wissmann et al., 1986). The genetic circuits consist of two elements: a Tc-responsive promoter (a minimal TATA-box containing a eukaryotic promoter fused with a Tet operator [tetO]) and a modified version of Tet repressor (TetR). The Tet-OFF system employs a Tc transactivator (tTA), a TetR protein fused with a VP16 transcription activation domain, whereas the Tet-ON system harnesses a reverse Tc transactivator (rtTA), which was discovered through random mutagenesis (Gossen et al., 1995). In the Tet-OFF system, tTA binds to tetO and thereby induces downstream transgene expression, while doxycycline (Dox), a Tc derivative, inhibits this binding, which halts transgene expression. By contrast, rtTA binds to tetO in the presence of Dox, leading to induction of transgene expression. Therefore, gene activity can be reversibly controlled in the Tet system by Dox exposure. Moreover, the level of transgene expression is tunable in the Tet-ON system by modulating the Dox concentration. Beyond transcriptional regulation, the Tet system enables perturbation of genome sequences, epigenetic modifications, and signal transductions when

combined with CRISPR-Cas systems (Doudna and Charpentier, 2014; Jo et al., 2019), epigenetic regulators (Linhart et al., 2007), and constitutively active or dominant negative forms of signal transduction molecules, respectively.

Genetically engineered animal models have been employed to ectopically induce gene expression *in vivo* (Brinster et al., 1981; Costantini and Lacy, 1981; Gordon and Ruddle, 1981; Jaenisch and Mintz, 1974). Transgene expression can be induced in a cell type-specific manner when combined with genetic systems such as Cre/loxP recombination. Moreover, the timing of transgene induction is controllable with a tamoxifen-responsive recombinase (Brocard et al., 1997). However, these strategies constitutively induce transgene expression, which hampers their application to transiently perturb transcriptional regulation, as represented by the reprogramming process. Similarly, it is difficult to tune the levels of transgene expression. Although the Tet system has been widely used *in vitro*, previous studies developed *in vivo* animal models equipped with the Tet system (Beard et al., 2006; Gossen et al., 1995; Hochedlinger et al., 2005). Notably, the controllable nature of transgene expression with the Tet system has enabled the molecular basis of various physiological and pathological phenomena to be explored at the organismal level (Baron and Bujard, 2000; Berens and Hillen, 2003; Corbel and Rossi, 2002; Stieger et al., 2009).

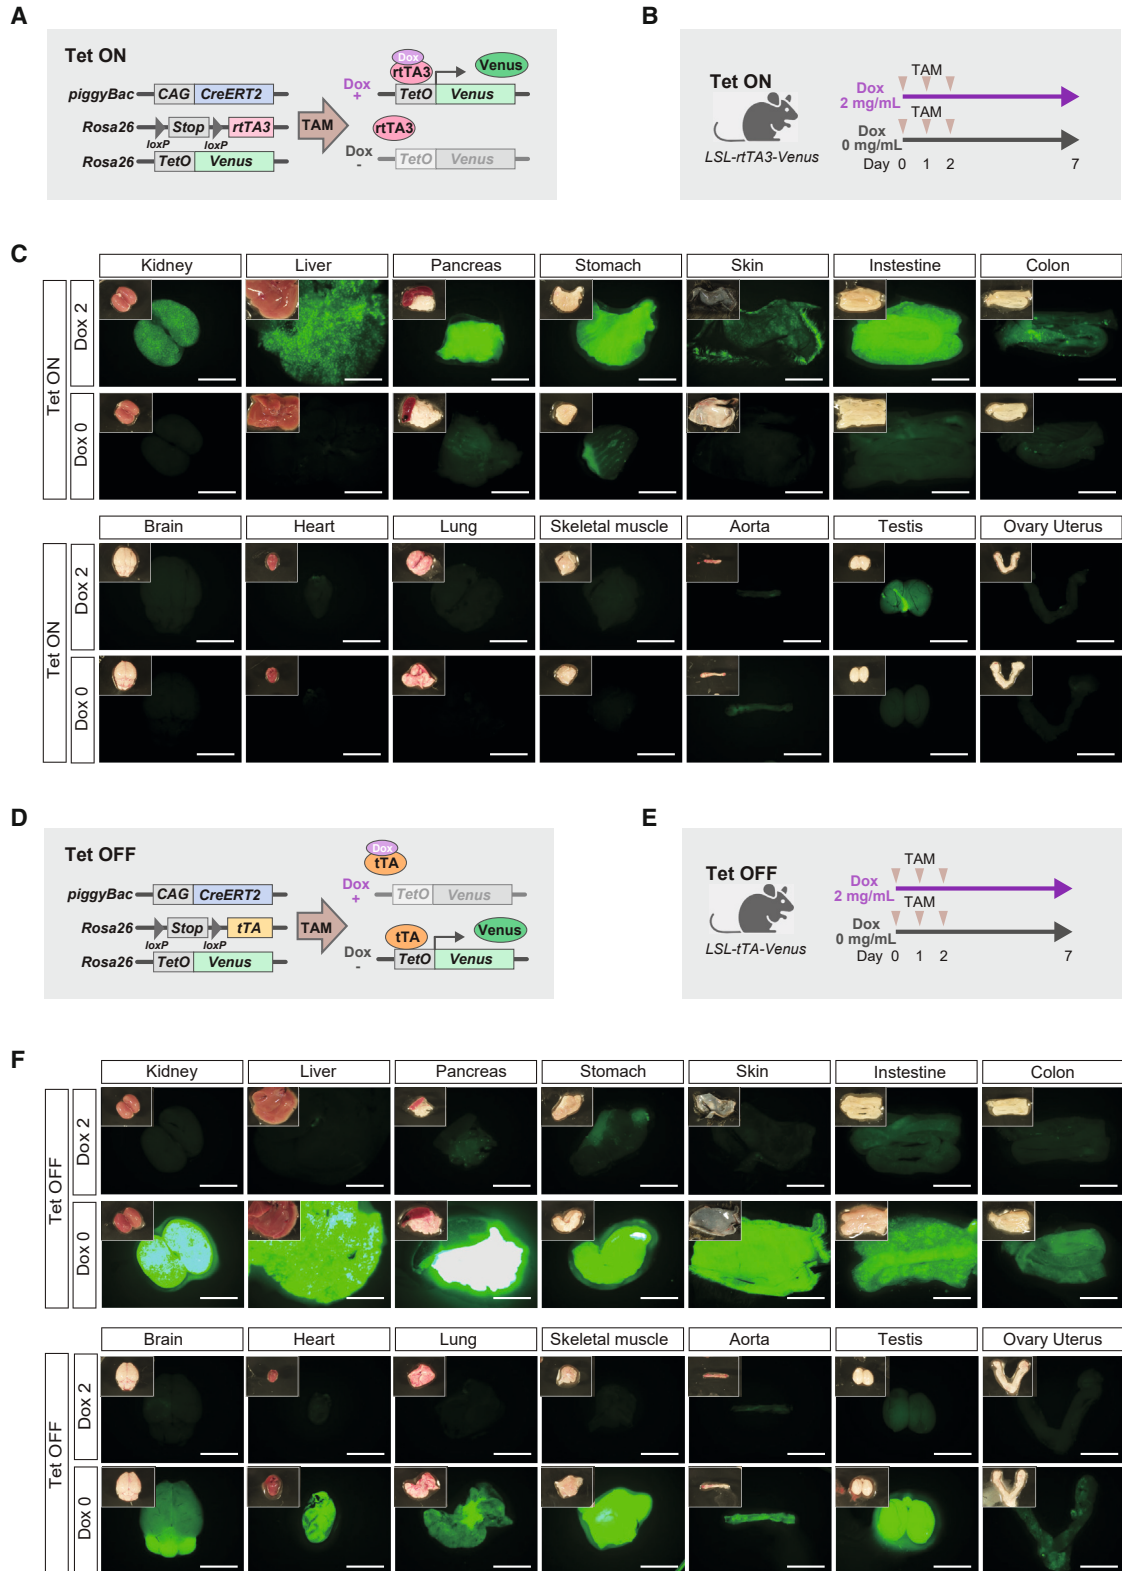

(legend on next page)

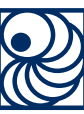

For instance, reversible expression of Yamanaka reprogramming factors in mice provided the proof of concept for an anti-aging strategy (Lu et al., 2020; Ocampo et al., 2016; Ohta and Yamada, 2023; Taguchi and Yamada, 2017) and uncovered the impact of epigenetic regulation on cancer development (Ohnishi et al., 2014; Shibata et al., 2018; Taguchi et al., 2021).

Although *in vivo* Tet systems have recently emerged as powerful tools in a range of research fields (Das et al., 2016) and an attractive modality for gene therapy (Das et al., 2016), there remain technical hurdles and unresolved issues. For instance, the Tet-ON system fails to robustly express transgenes in the adult brain (Beard et al., 2006). While the Tet-OFF system has been employed to induce expression of transgenes in the brain (Furth et al., 1994; Stieger et al., 2009), detailed information regarding expression patterns in other organs is unavailable. Moreover, previous studies suggested that the *in vivo* Tet-OFF system requires a substantial period for transgene reactivation after withdrawal of Dox (Kassai et al., 2014). Therefore, the dynamics of transgene expression in the *in vivo* Tet systems have not been fully elucidated (Fedorov et al., 2001; Furth et al., 1994; Kistner et al., 1996). In this study, we comprehensively analyzed transgene expression in the Tet-ON and Tet-OFF systems in adult mice under the same experimental settings. We propose a versatile platform and protocol to induce expression of transgenes in adult somatic tissues.

## RESULTS

### Organ-specific transgene expression in adult Tet-ON mice

To investigate transgene expression in an *in vivo* Tet-ON system, we generated a mouse model harboring a *piggyBac* (PB) *CAG-CreERT2* allele together with a *loxP-stop-loxP* (LSL)-*rtTA3* allele and a *tetO-Venus-ires-mCherry* allele at the *Rosa26* locus, a safe harbor locus that is permissive for transgene expression in all cell types (Figure 1A) (Soriano, 1999). In this model, tamoxifen treatment excises a stop cassette upstream of *rtTA3* (Das et al., 2004) through Cre/*loxP* recombination, which results in *rtTA3* expression, enabling the control of *Venus* expression with Dox (Figures 1A and 1B). We first obtained PB *CAG-CreERT2*

mice with a *Rosa26-mTmG* reporter allele (Muzumdar et al., 2007) to assess the efficiency of Cre/*loxP* recombination after tamoxifen treatment (Figure S1A). EGFP signals were detected in all organs examined after tamoxifen administration (Figures S1B and S1C), indicating systemic recombination of *loxP* in adult PB *CAG-CreERT2* mice. Furthermore, tamoxifen administration induced *loxP* recombination and resultant *rtTA3* expression in a range of organs, including the brain, of Tet-ON mice (Figures S1D and S1E). When both tamoxifen and Dox (2 mg/mL in drinking water) were administered to Tet-ON mice at 4 weeks of age (Figure 1B), VENUS fluorescence was observed mainly in the kidneys, liver, pancreas, skin, and gastrointestinal tract (Figure 1C). Only autofluorescence was observed in the absence of Dox (Figure 1C). Some organs, such as the brain, heart, skeletal muscle, and lungs, did not exhibit detectable VENUS signals even in the presence of Dox (Figure 1C). Consistently, real time-qPCR revealed only modest expression of *Venus* mRNA in these organs (Figure S1F).

### Systemic induction of transgene expression in adult Tet-OFF mice

We next generated the Tet-OFF mouse model in which the *rtTA3* allele in the Tet-ON mouse was replaced by the *tTA* allele (Figure 1D). We confirmed efficient and systemic recombination of *loxP* after administration of tamoxifen in Tet-OFF mice (Figure S1G). Notably, in the absence of Dox, VENUS signals were observed in all organs examined, including the brain, heart, and lungs, in which the Tet-ON system failed to induce robust expression (Figures 1E and 1F). No detectable VENUS signal was observed after Dox treatment (2 mg/mL in drinking water) (Figure 1F), indicating that Dox tightly represses *Venus* expression.

### Cell type-specific transgene expression in adult Tet-ON mice

Next, we performed immunohistological analysis to determine the cell types that express VENUS in Tet-ON mice (Figures 2, 3, S2, and S3; Table 1). An anti-GFP antibody that is also reactive with VENUS protein was utilized to detect VENUS expression (Taguchi et al., 2021). We first analyzed the organs in which macroscopic VENUS signals were detected (Figure 2A). In the kidneys of Tet-ON mice, VENUS-positive cells were mainly located in proximal

### Figure 1. Macroscopic analysis of VENUS expression in Tet-ON/OFF mice

- Schematic illustration of the *Venus* induction system in Tet-ON mice.
- A protocol for *in vivo* induction of *Venus* expression in Tet-ON mice.
- Representative macroscopic fluorescent images of organs in Tet-ON mice. Scale bars: 5 mm.
- Schematic illustration of the *Venus* induction system in Tet-OFF mice.
- A protocol for *in vivo* induction of *Venus* expression in Tet-OFF mice.
- Representative macroscopic fluorescent images of organs in Tet-OFF mice. Scale bars: 5 mm.

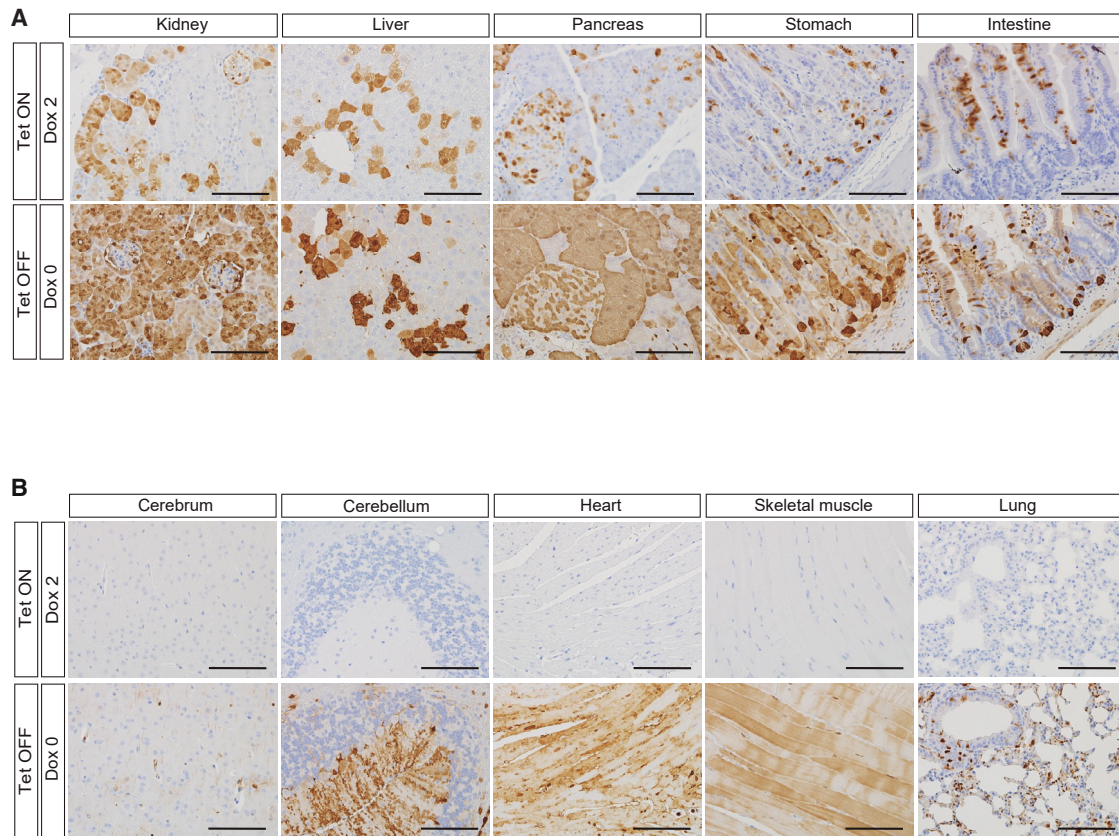

**Figure 2. Microscopic analysis of VENUS expression in Tet-ON/OFF mice**

(A) Representative histological images of VENUS immunostaining. VENUS expression is observed in both Tet-ON and Tet-OFF mice. Scale bars: 100  $\mu$ m.

(B) Representative histological images of VENUS immunostaining. VENUS expression is detectable only in Tet-OFF mice. Scale bars: 100  $\mu$ m.

tubules and glomeruli (Figures 2A and S3; Table 1). In the liver, hepatocytes and bile duct cells were positive for VENUS (Figures 2A and S3; Table 1). In the pancreas, acinar, duct, and islet cells exhibited VENUS expression (Figures 2A and S3; Table 1). In the stomach, VENUS expression was observed in the squamous epithelium in the forestomach and the glandular epithelium but was absent in the muscle layer (Figures 2A, S2A, and S3; Table 1). Similarly, in the small intestine and colon, VENUS was detected in epithelial cells in villi and crypts but was undetectable in the muscle layer (Figures 2A and S3; Table 1). In the skin, positive cells were observed in the epidermis and hair follicles (Figures S2A and S3; Table 1), but VENUS was not detected in mesenchymal cells in the dermis. In the testes, Leydig cells exhibited signals, whereas VENUS expression was not observed in mature germ cells (Figures S2B and S3; Table 1). Consistent with the lack of macroscopic signals, VENUS expression was not detected in any cell type in the brain, heart, smooth muscle, skeletal muscle, and

lungs, except for the cerebral choroid plexus epithelium in the brain and a subset of bronchial epithelial cells in the lungs (Figures 2B and S3; Table 1). VENUS expression was not observed in Tet-ON mice without Dox administration (Figure S3). These results demonstrate that the Tet-ON system offers Dox-dependent transgene expression mostly in epithelial cells, but not in the majority of cell types in adult mice.

#### Induction of transgene expression in diverse cell types in adult Tet-OFF mice

We then histologically analyzed VENUS expression in Tet-OFF mice (Figures 2, 3, S2, and S4; Table 1). Cell types that were permissive for induction of VENUS expression in Tet-ON mice also expressed VENUS in Tet-OFF mice in the absence of Dox (Figures 2A, S2A, and S4; Table 1). Semi-quantitative immunofluorescence analyses revealed that the expression levels in these cell types were comparable between the Tet-ON and Tet-OFF systems (Figures S5A

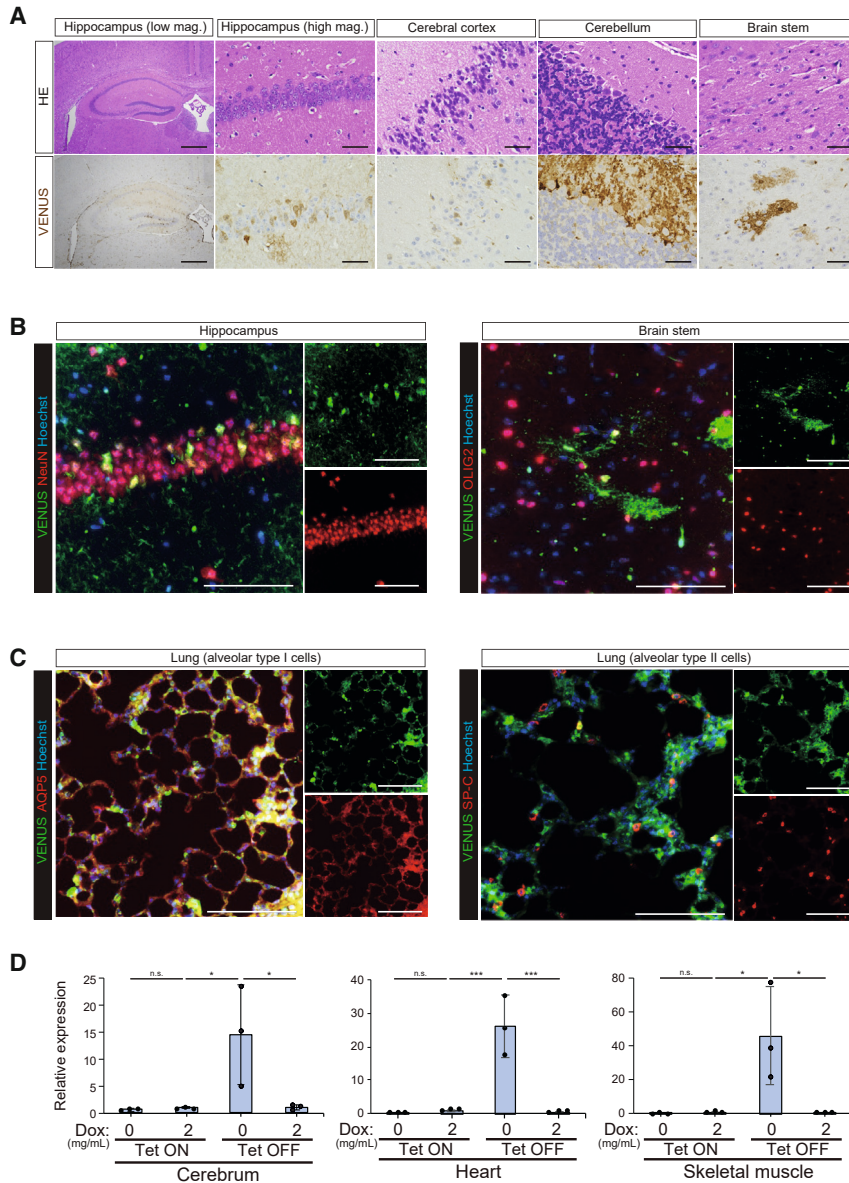

**Figure 3. Broader expression of VENUS in Tet-OFF mice**

(A) Representative histological images of VENUS immunostaining in the central nervous system. Scale bars: 500  $\mu$ m (hippocampus low), 50  $\mu$ m (others).

(B) Representative histological images of VENUS immunofluorescence staining in the hippocampus (left) and brain stem (right). NeuN-positive neuronal cells and OLIG2-positive glial cells express VENUS. Scale bars: 100  $\mu$ m.

How the deposited data were processed for this re-analysis (not part of the article)

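RNA sequencing of mouse liver was analysed in 3 groups (control, Dox and Tc) of 3 libraries each. The authors trimmed the reads, aligned them to mm10, counted them per gene and normalized the counts with DESeq2. The deposited values are a signal in normalized counts, that is counts divided by a size factor per library. Symbols were found for 32158 identifiers. All columns of the table were used.

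From these values, log2(normalized count + 1) was computed and tested with limma 3.58.1 in R 4.3.3, with a trend, 1 model for all 9 libraries and Benjamini-Hochberg adjustment over 12100 genes with a mean of at least 10. Whole reads were recovered from the steps between low values, for 100% of the values, and tested with DESeq2 1.42.0 and edgeR 4.0.16 as alternatives. Gene lists were tested with camera at a correlation of 0.01, with fry and with an estimated correlation. Clusters were made by partitioning around medoids on scaled group means. Coordinates are those of GRCm38. Depth was at least 7426136 reads in every library, and intervals from counting error are much narrower than the differences between livers.

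On simulated counts, limma, DESeq2 and edgeR each recovered 200 of 200 changed genes, with at most 1 false call. That held for this first check only. In the simulations of unchanged groups whose library 3 was a liver of its own, DESeq2 called a mean of 42.7 genes (from 25 to 65). Each library 3 was tested as a weighted sum of the first and second of its group. On simulated libraries, that test left 0 genes outside the range for a mixture and 498 for a liver of its own. For a simulated liver of its own at the intermediate level, with deviations drawn from control genes of similar level, it left at least 38. The real libraries 3 left 0, 0 and 2 genes outside the range. Same-numbered Dox and Tc libraries deviated together from their group means (r = 0.29, 0.32 and 0.18), and control libraries did not pair with either (from -0.08 to 0.06). Dox and Tc were therefore also compared with the replicate number as a block. The pairing comes from the numbers in the sample labels, and since libraries 3 are close to sums of the others, the 3 correlations are not independent. The model fixed before the data were examined, with all 9 libraries, was kept as the first value given, and fits without libraries 3, chosen after seeing the data, are given beside it. The adjusted p-values with all 9 libraries are likely too small for that reason. Leaving out single libraries or dividing the libraries anew does not give independent checks either.

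Genes named in the text were, for each drug, the 5 raised most and the 5 lowered most among called genes with a mean of at least 50 and no overlap between groups, 3 each for Dox against Tc, and called genes of lists written beforehand. Other genes named in the closing section were chosen after their values were seen. Alternatives covered the pseudocount, the filter on low values, the scaling, the test, the groups in the fit, weights, a replicate block, the thresholds and each library left out.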

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

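The settings that left out libraries 3, ran DESeq2 on pairs of groups or used the block with only Dox and Tc were chosen after seeing the data. Without library 3 of each group, limma called 0 genes for Dox, 0 for Tc and 0 between Dox and Tc (1040, 239 and 454 at an unadjusted p under 0.05), so the excess was 0, with 0 and 0 mitochondrial genes and 7 gene lists between Dox and Tc. Of 88 named gene results, 0 stayed past the thresholds there and none changed direction. DESeq2 without libraries 3 called 119, 5 and 32 genes, an excess of 114, with 4 and 0 mitochondrial genes, a cluster raised with Dox of 20 genes and an adjusted p of 0.0247 for the starvation list with Dox; 43 of the 88 stayed past the thresholds. With 2 libraries per group, limma recovered a mean of 11.4 of 200 simulated genes changed 4-fold and 143 changed 16-fold. The drop to 0 may thus not be the effect of the mixture alone. DESeq2 called a mean of 94.6 genes in unchanged groups of 2 libraries, which limits what its 119 shows. The 5 for Tc lie below all 20 simulations. The median SD was not wider in a simulated set than in the deposited values (0.32 and 0.38 on the log2 scale), and the cause was not tested. The number for Dox was above that for Tc in every setting run except limma without libraries 3.

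DESeq2 with all 9 libraries called 1205, 194 and 632 genes, an excess of 1011, 17 and 6 mitochondrial genes and a cluster of 305. DESeq2 with only the 2 groups compared called 973, 477 and 329, 15 and 7 mitochondrial genes, 18 lists between Dox and Tc and a cluster of 326. Limma with only the 2 groups called 333, 276 and 0, an excess of 57, a share of 85.7% smaller in Tc, 5 mitochondrial genes with Dox against 6 with Tc, and 0.0502 for the starvation list between Dox and Tc. Array weights gave 1555, 737 and 1071 genes, 16 and 8 mitochondrial genes and a cluster of 514. edgeR called 0 genes between Dox and Tc.

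A pseudocount of 0.1 gave 10 genes for Tc and 6 between Dox and Tc, and a pseudocount of 8 gave 0 for the latter. With no filter on low values these were 32 and 4. With a mean of at least 50 there were 369, 9 and 0 genes, an excess of 360, 7 lists between Dox and Tc and a spread ratio of 4.32. With the same total per library, 3 genes differed between Dox and Tc, 20 mitochondrial genes were called with Dox, the cluster had 144 genes and the starvation list between Dox and Tc was at 0.121. At an unadjusted p with the fold change limit there were 1242, 389 and 789 genes, with 16 and 7 mitochondrial genes. With no fold change limit there were 1018 for Dox, an excess of 996 and 22 mitochondrial genes. The share smaller in Tc was 97.4% among genes called for Dox and 96.9% among genes called for either. Under fry, 4 lists were called for Tc and 7 between Dox and Tc, with 0.407 for the starvation list between them. With an estimated correlation, 0, 0 and 0 lists were called, with 0.679 for that list. For these settings the cause was not tested.

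With the replicate block in the fit of all 9 libraries, 2 genes were called for Tc, 2 between Dox and Tc and 0 mitochondrial genes with Tc. With the block and only Dox and Tc in the fit, limma called 0 genes between them (1587 at an unadjusted p under 0.05), as it did with these groups and no block, and DESeq2 called 221. The starvation list between Dox and Tc stayed under 0.05 in these fits (0.0348, 0.0188 and 1.50e-04). Of the 7 named genes of this comparison, 0 stayed past the thresholds with limma in that fit and 7 with DESeq2. The block moved no other count by over 1.5 times and no other call of the starvation list.

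Across the 9 fits that each left out 1 library, genes called ranged from 33 to 1500 for Dox, 1 to 221 for Tc and 0 to 1362 between them, with an excess of 32 to 1454. The share smaller in Tc ranged from 0 to 100%, the correlation from 0.33 to 0.68, mitochondrial genes from 0 to 30 and 0 to 6, the cluster from 3 to 550 genes and the spread ratio from 2.01 to 4.36. The starvation list's limma camera adjusted p ranged from 0.0114 to 0.685 with Dox and from 1.43e-04 to 0.348 between Dox and Tc, and 6 to 13 lists were called between them. These fits are not independent, since each library 3 is close to a weighted sum of the other 2.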

Differences from the paper's values

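The paper's number of differentially expressed genes with Dox is about 1200 in Fig. 6A, read by eye as the sum of both directions, and the limma fit of all 9 libraries called 605. With Tc the paper's number is about 190 in Fig. 6A, read by eye, against 20. DESeq2 on the recovered reads with all 9 libraries, the tool the paper's methods name, called 1205 and 194. Of the 22 alternatives set before the data were examined, 6 came within 1.5 times the paper's number for Dox and 3 for Tc. For Dox these were DESeq2, array weights, the unadjusted p, no fold change limit, and the fits without Dox replicate 1 or 2. For Tc they were DESeq2, only the 2 groups compared, and the fit without Dox replicate 2. The others did not.

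The paper's cluster raised with Dox only has about 310 genes in Fig. 6B, read by eye, against 87. With DESeq2 it had 305 genes, and without Dox replicate 2 it had 250. Of the 21 alternatives set before the data were examined, these 2 closed the gap. DESeq2 with only the 2 groups compared, chosen after seeing the values, gave 326.

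The paper's mitochondrial genes number about 100 with Dox and about 20 with Tc in Fig. S6C, read by eye as sums of both directions, against 7 and 2 from a shorter list defined by symbols. None of the 22 alternatives set before the data were examined closed either gap.

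The paper's legends and methods describe 3 independent samples, or biological replicates, per group. In the deposited values library 3 of each group is close to a weighted sum of the first and second, with weights such as 61.4% and 34.5% for Dox, so about 2 livers per group can be told apart. The paper's own counts are met by DESeq2 with all 9 libraries, libraries 3 included, and DESeq2 without libraries 3 called 119 and 5 genes.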

Other observations

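The tests of libraries 3 were chosen only after the pattern was seen. In each group library 3 lies between the first and the second. A liver of its own with an intermediate response is argued against by the number of genes over 2-fold outside the range of the other libraries, at most 2 in a library 3 against at least 38 in simulations of such a liver with deviations like those between control livers. The residuals in those simulations were at least 1.77 times counting error. Reads copied from the first and second library are argued against by residuals of at least 1.96 times the error that copying gives. The residuals were at most 1.56 times counting error (1.28 in controls, 1.05 with Dox, 1.56 with Tc). That is above the 0.99 of a first simulated mixture. In 20 simulated mixtures of each group they reached at most 0.874, 0.798 and 0.806. In the simulated livers of their own, the lowest were 1.77, 1.87 and 1.94. The residual lay nearer the mixtures in controls and with Dox, and nearer the livers of their own with Tc. The 20 simulations per group took the first and second libraries as exact, which lowers their residuals by design. The first simulated mixture drew these libraries too, so its 0.99 is the fairer mark. With Dox the residual (1.05) was close to 0.99, and in controls (1.28) and with Tc (1.56) it was above. An exact mixture of material from the first and the second liver thus does not account for all of the residuals in controls and with Tc. The residuals alone leave a mixture open. Whether RNA, tissue or libraries were mixed, and whether on purpose, cannot be read from these values. Libraries numbered 3 that are not independent may account for many of the calls with Dox, since unchanged simulated groups gave a mean of 245 calls. DESeq2 gave a mean of 635 in such groups. The Tc group has a library 3 of the same kind, yet with all 9 libraries limma called 20 genes for Tc and DESeq2 194. Both lie below every simulation (193 to 275 and 590 to 668). With only the 2 groups compared, limma called 276 genes for Tc, above that range, and DESeq2 477, below it. The simulated numbers therefore cannot be read as the number of false calls in the deposited values. The drop in calls without libraries 3 may also reflect the smaller number of libraries. At 2 libraries per group, limma recovered a mean of 143 of 200 simulated genes changed 16-fold. Without libraries 3, 50 genes changed over 16-fold with Dox, and limma called none (lowest limma adjusted p = 0.340). The simulations changed 200 genes, so they do not settle how many of 50 would pass. The size of the differences between the first and second libraries does not depend on libraries 3.

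The real division of the libraries gave the most called genes of the 10 divisions for Dox (1 of 10), for Tc (1 of 10) and for Dox against Tc (1 of 10), and the largest excess of Dox over Tc (1 of 10), and 10 divisions cannot give a share under 0.1. Libraries numbered 3 close to a sum of the other 2 make these divisions void as a test, since a division that parts them widens the spread within the groups. The highest excess among the other divisions was 408. For Dox against Tc, the 4 divisions that part all 3 same-numbered pairs gave from 0 to 26 genes, the real one the most, and the other 6 divisions gave 0.

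Whether the excess of Dox over Tc comes from one divergent Dox mouse cannot be told apart from an effect of the drug. The lowest number called for Dox with 1 Dox library left out was 87 (2 for Tc), without Dox replicate 3. Without Dox replicate 1 the numbers were 1500 and 46, and without Dox replicate 2 they were 1102 and 221, so the excess stayed in each of these fits. But no fit without the second Dox liver is free of values like its own, since library 3 is close to a weighted sum that includes it. Lower depth in the Tc livers is argued against: the Tc libraries had a median of 12139704 reads, above every Dox library.

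Lower leukocyte genes with Dox are consistent with fewer leukocytes in the sampled liver: the myeloid list had a median log2 change of -1.60, and the T and NK cell and B cell lists, with 3 tested genes each, also fell, while hepatocyte genes did not differ from the other genes (limma camera adjusted p = 0.956). Kupffer cell genes fell too (-1.56). So did sinusoidal endothelial genes (-0.55, limma camera adjusted p = 1.79e-07) and stellate and fibroblast genes (-0.35, 0.0338), so the fall was not limited to leukocytes. With Tc, the myeloid list (-0.86, limma camera adjusted p = 1.07e-04) and the Kupffer cell list (-0.93, 2.89e-05) also fell. For the myeloid and Kupffer cell lists, limma's fry gave adjusted p = 0.0276 and 0.0660 with Dox, and 0.144 and 0.160 with Tc. Camera with an estimated correlation gave 0.392 and 0.425 with Dox, and 0.392 and 0.406 with Tc. The median log2 level of the Kupffer cell list was 9.22 in the second Dox library and 9.21 in the first control library. An effect of the drug on these cells was not tested separately.

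The clock list had a median log2 change of 0.68 with Dox, but its genes moved both ways between livers. Arntl had 37 and 62.8 normalized counts in the first and second control libraries, 8.4 and 349.7 with Dox and 8.8 and 12.6 with Tc. The paper's text gives no collection times, so a difference in time of day or feeding at collection cannot be told apart from the drugs. Sex of the mice is argued against, with at least 545.9 normalized counts of the Y-linked gene Ddx3y in every library, although Xist reached 44.1 in the second Tc library. That excludes a difference in genetic sex only. The list of genes higher in female liver had 14 genes. Its median log2 change was -4.77 with Dox (limma camera adjusted p = 0.00265) and -1.73 with Tc (0.0600). Of its genes, 3 were called with Dox (A1bg, Cyp3a41a and Cyp3a44). Without libraries 3, the medians were -4.60 with Dox (limma camera adjusted p = 0.00115) and -2.17 with Tc (0.0177). With all 9 libraries, limma's fry gave 0.160 with Dox and 0.550 with Tc, and camera with an estimated correlation 0.541 and 0.679. The list higher in male liver had a median of 1.75 with Dox (0.530). A difference in sexual maturation or hormones was not tested. Tissue from other organs in a liver sample cannot be told apart in full, since few genes of these organs were tested (3 of muscle, 3 of fat, 1 of pancreas) and Cela1, a gene of the pancreas, had from 23 to 120.1 normalized counts. Of the fat list, Plin4 and Cidec were called with Dox, but Adipoq stayed at or under 2 and Cfd at or under 6.2. No muscle or pancreas gene was called with Dox, and Cpa1 stayed at 0. A trace of muscle was uneven, with Myh4 at most 80 normalized counts, in controls and the first Dox library, and 0 in the second Dox library and in the first and second Tc libraries.

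Some genes separated livers within a drug group. Hsd3b5 had 3.2 and 30.1 normalized counts in the first and second control libraries, 2577.7 and 0 with Dox, and 1290.9 and 5.4 with Tc. Pdk4 had 36 and 42.5 in controls, 13.7 and 1824.4 with Dox, and 10.7 and 31.5 with Tc. Tat had 21169.4 and 11816.8 in controls, 13817.2 and 159364 with Dox, and 15567.5 and 28147.8 with Tc. No explanation was tested for these values.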
